# Metabolic profiling during malaria reveals the role of the aryl hydrocarbon receptor in regulating kidney injury

**DOI:** 10.7554/eLife.60165

**Published:** 2020-10-06

**Authors:** Michelle M Lissner, Katherine Cumnock, Nicole M Davis, José G Vilches-Moure, Priyanka Basak, Daniel J Navarrete, Jessica A Allen, David Schneider

**Keywords:** malaria, metabolism, aryl hydrocarbon receptor, Mouse

## Abstract

Systemic metabolic reprogramming induced by infection exerts profound, pathogen-specific effects on infection outcome. Here, we detail the host immune and metabolic response during sickness and recovery in a mouse model of malaria. We describe extensive alterations in metabolism during acute infection, and identify increases in host-derived metabolites that signal through the aryl hydrocarbon receptor (AHR), a transcription factor with immunomodulatory functions. We find that *Ahr^-/-^* mice are more susceptible to malaria and develop high plasma heme and acute kidney injury. This phenotype is dependent on AHR in *Tek*-expressing radioresistant cells. Our findings identify a role for AHR in limiting tissue damage during malaria. Furthermore, this work demonstrates the critical role of host metabolism in surviving infection.

## Introduction

Infection imposes metabolic challenges on hosts, including the generation of costly immune responses, repair of damaged tissues, and competition with pathogens for nutrients. Hosts cope with these pressures through systemic metabolic reprogramming, with varying effects on infection outcome. Metabolic alterations can be beneficial to hosts. For example, controlling circulating triglycerides and glucose minimizes tissue damage during sepsis (Luan et al., 2019; Weis et al., 2017); similarly, the switch from metabolic to immune transcriptional programs driven by the *Drosophila* transcription factor MEF2 during *Mycobacterium marinum* infection promotes survival (Clark et al., 2013). In contrast, some metabolic changes are detrimental to hosts, such as reduced insulin signaling in *M. marinum*-infected fruit flies, leading to wasting and death (Dionne et al., 2006). Metabolic changes have infection-specific outcomes; for example, infection-induced anorexia promotes survival in some infection contexts, but not others (Ayres and Schneider, 2009; Cumnock et al., 2018; Rao et al., 2017; Wang et al., 2016; Wang et al., 2018). Metabolic changes can mediate these pathogen-specific outcomes through two distinct host protection strategies: by affecting either pathogen killing, a process called resistance, and/or the degree of collateral damage to the host per microbe, called disease tolerance (Ayres and Schneider, 2009). Better understanding of how systemic infection-induced metabolic changes affect infection will inform therapeutics that intentionally alter metabolism to improve outcomes.

Over 400,000 people die annually from malaria, which is caused by mosquito-transmitted *Plasmodium* parasites (WHO, 2018). The effect of host metabolism on malaria outcome is poorly understood. Metabolic changes such as lactic acidosis occur during malaria (Miller et al., 2013) and a number of studies have reported metabolomics on *in vivo Plasmodium* infection (Abdelrazig et al., 2017; Gardinassi et al., 2017; Gardinassi et al., 2018; Ghosh et al., 2012; Ghosh et al., 2016; Gupta et al., 2017; Lee et al., 2014). Nevertheless, these experiments have important limitations. Field studies often do not capture events in early infection that occur prior to the onset of clinical symptoms. Furthermore, important metabolic alterations may occur on the scale of days, which would require the collection of densely spaced samples often infeasible outside of lab experiments.

Malaria can lead to pathology including severe anemia and acute kidney injury (AKI) (Haldar and Mohandas, 2009; Koopmans et al., 2015; Trang et al., 1992). During blood stage infection, parasites infect, proliferate within, and lyse red blood cells (RBCs). This hemolysis releases hemoglobin and then heme into plasma (Miller et al., 2013). Free heme can catalyze the formation of reactive oxygen species, damaging cells and tissues including the kidneys (Chiabrando et al., 2014; Tracz et al., 2007). To mitigate heme toxicity, heme levels are regulated in plasma by heme-binding proteins and intracellularly by the heme degradation enzyme heme oxygenase-1 (HO-1), among others (Chiabrando et al., 2014). During malaria, these mechanisms limit AKI (Ramos et al., 2019; Seixas et al., 2009). Clinically, the development of AKI during malaria correlates with high heme levels (Elphinstone et al., 2016; Plewes et al., 2017). Together, these data suggest that heme toxicity is an important cause of tissue damage during malaria.

Heme metabolism produces agonists of the aryl hydrocarbon receptor (AHR), a nuclear receptor transcription factor. AHR ligands include the environmental toxin 2,3,7,8-tetrachlorodibenzo-*p*-dioxin (TCDD), the heme metabolites bilirubin and biliverdin, tryptophan metabolites including kynurenine, and indoles produced by the commensal microbiota (Rothhammer and Quintana, 2019; Stockinger et al., 2014). AHR functions in a ligand- and cell-specific manner in processes such as the regulation of T cell differentiation, homeostasis in barrier tissues, and cell proliferation (Esser and Rannug, 2015; Rothhammer and Quintana, 2019; Stockinger et al., 2014). In the absence of AHR, mice are more susceptible to a variety of infections and inflammatory insults, including *Plasmodium berghei* ANKA, a rodent malaria parasite that causes lethal cerebral malaria (Bessede et al., 2014; Brant et al., 2014; Di Meglio et al., 2014; Kimura et al., 2014; Moura-Alves et al., 2014; Sanchez et al., 2010; Shi et al., 2007). As AHR has diverse functions in many cell types, including immune cells, endothelial cells, and hepatocytes, its precise role in a given infection is often undefined (Agbor et al., 2011; Boule et al., 2018; Chen et al., 2019; Chng et al., 2016; Jux et al., 2011; Metidji et al., 2018; Sekine et al., 2009; Walisser et al., 2005).

Here, we use metabolomics to systemically characterize metabolism in C57BL/6 mice infected with *P. chabaudi* (*Pc*). *Pc* is a rodent malarial parasite that recapitulates several key features of human malaria, including systemic inflammation and nonlethal anemia during acute infection, but does not cause severe complications like AKI in wild-type C57BL/6 mice (Stephens et al., 2012). We find that AHR ligands are most abundant during acute sickness and demonstrate that AHR signaling is an essential host protection mechanism to regulate plasma heme, limit kidney damage, and promote survival during malaria. Moreover, we determine that these functions are dependent on AHR signaling in *Tek*-expressing radioresistant cells.

## Results

### Malaria is characterized by stages with unique immune, metabolic, and tissue damage events

To identify connections between host metabolism and malaria pathogenesis, we first asked how well-known features of *Pc* malaria temporally relate to one another. We collected blood and plasma from *Pc*-infected C57BL/6 mice daily from 0 to 25 days post-infection (DPI) as well as mock-infected control mice on 5, 7, 10, 12, 15, 19, and 25 DPI. We divided this time series into early, acute, and late infection based on parasitemia; while early infection was marked by undetectable parasitemia, parasites infected up to one-third of RBCs during the acute stage, with a small recrudescence in parasitemia occurring during late infection (Figure 1A). As parasitemia rose during acute infection, mice developed pathology including liver damage, indicated by plasma levels of alanine aminotransferase (ALT), and anemia, which was not ameliorated until late infection (Figure 1B). We next evaluated the immune response throughout infection by analyzing peripheral blood for pro-inflammatory cells and cytokines with known functions in malaria pathogenesis and pathology (reviewed in Aitken et al., 2018; Angulo and Fresno, 2002; Dunst et al., 2017; Wolf et al., 2017). We observed that aspects of the immune response were activated prior to the onset of parasitemia and pathology. Interleukin 12 (IL-12p70) and interferon γ (IFNγ) increased in blood during early infection; acute infection was marked by elevated circulating natural killer (NK) cells, neutrophils, and B cells, as well as increased tumor necrosis factor (TNF) and IL-10 (Figure 1C, Figure 1—figure supplement 1). Circulating γδ T cells increased in peripheral blood during late malaria, when they control recrudescence (Mamedov et al., 2018; Figure 1C). This analysis revealed that each day of infection is marked by a unique combination of immune and pathological events, with the immune response both predating and outlasting the parasitemia and pathology of acute infection. Moreover, we established a timeline of many well-understood features of malaria to provide context to our metabolomic analysis.

**Figure 1.**
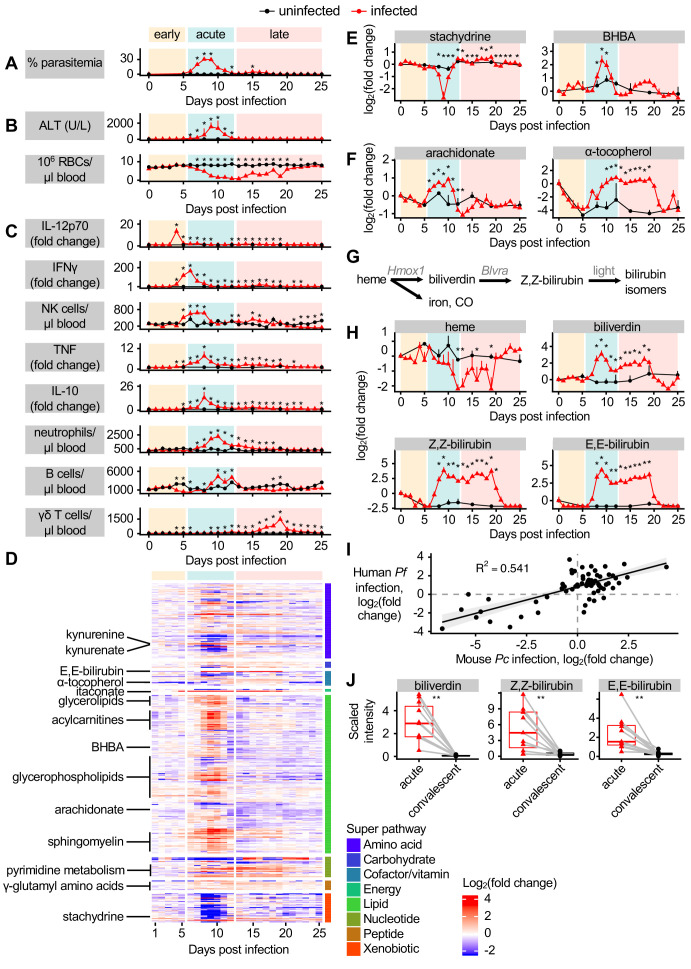
Dynamic multi-omic profiling of *Pc*-infected mice reveals broad immune and metabolic changes. (**A**) Parasitemia, (**B**) liver damage and anemia, and (**C**) selected peripheral blood immune cells and cytokines during 25 days of malaria. (**D**) 370 metabolites with altered scaled intensity in plasma during malaria, arranged by super pathway. Fold change of scaled intensity of (**E**) stachydrine, BHBA, (**F**) arachidonate, and α-tocopherol in plasma during malaria, relative to day 0. (**G**) Schematic of metabolites and genes of heme metabolism. (**H**) Fold change of scaled intensity of heme-related metabolites in plasma during malaria, relative to day 0. (**I**) Fold change of metabolites (n = 77) that were significantly altered in the plasma of both *Pc-*infected mice and pediatric cerebral malaria patients, plotted by fold change relative to day 0 samples for mice and relative to convalescent values for patients. Data are fitted with a linear model. (**J**) Scaled intensity of heme-related metabolites during human malaria (n = 11 patients per condition). In **A-C, E, F**, and **H**, data are presented as mean + SEM and p-values were determined by comparing each infected time point to all uninfected values using two-way ANOVA with FDR correction (n = 5 mice on 0 DPI, five infected mice each day, and two uninfected mice each day). *p<0.05. In J, p-values were determined using a Wilcox test. **p<0.01. These experiments were performed once. Figure 1—source data 1.Source data for Figure 1.

**Figure 1—figure supplement 1.**
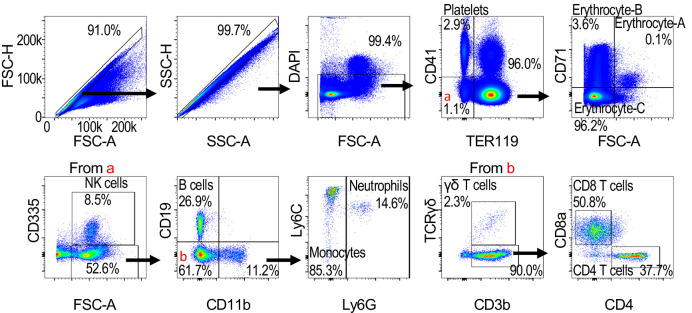
Gating strategy used to define blood cell populations.

**Figure 1—figure supplement 2.**
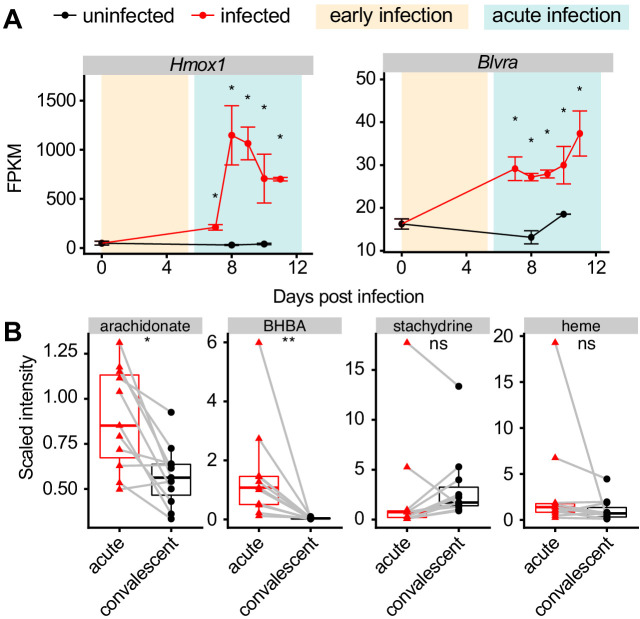
Production of heme metabolites during malaria. (**A**) Expression of heme metabolism genes in livers of *Pc*-infected mice. p-Values were determined by comparing each infected time point to all uninfected values using two-way ANOVA with FDR correction (n = 5 mice on 0 DPI, five infected mice each day, and two uninfected mice each day). *p<0.05. (**B**) Scaled intensity of arachidonate, BHBA, stachydrine, and heme in pediatric cerebral malaria patients (n = 11 per condition). p-Values were determined using a Wilcox test. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001. These experiments were performed once. Figure 1—figure supplement 2—source data 1.Source data for Figure 1—figure supplement 2.

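Liver RNA of 24 mice of this time course was sequenced, with 1 library per mouse. The uninfected libraries came from 4 mice on 0 DPI, 2 on 8 DPI and 2 on 10 DPI. The *Pc*-infected libraries came from 2 mice on 7 DPI, 5 on 8 DPI, 2 on 9 DPI, 5 on 10 DPI and 2 on 11 DPI. These numbers are those of the sample labels, the expression table and the paper's source data, whereas the legend of the heme genes gives 5 mice on 0 DPI and 5 infected mice each day. The legend of the kynurenine genes (Figure 2—figure supplement 1A) gives 2 to 5 mice per condition, the range of the labels. The Results name uninfected mice on 7 DPI, and the Methods and the labels on 8 DPI. The mice were infected with 100000 infected red blood cells at 8 to 12 weeks of age. RNA was extracted with TRIzol, 500 ng per sample was made into TruSeq libraries, and paired-end reads of 75 bp were sequenced. The authors deposited 1 table of FPKM, fragments mapped to a transcript divided by its length and by the depth of the library, for 24346 genes. The aligner, the quantification program and the genome build are not given in the sources used here. The 264 values of the 11 heme and kynurenine genes in the paper's source data equal those of the table within 0.1%.
FPKM do not state the depth of a library, but low genes rise in steps of 1 fragment. From these steps the depth was estimated, with M for 1000000, at a median of 11.5 M fragments for uninfected mice on 0 DPI (range 7.20 to 16.3), 7.81 M on 8 DPI (4.91 and 10.7) and 8.54 M on 10 DPI (7.11 and 9.97). For infected mice the median was 14.2 M on 7 DPI (10.5 and 18.0), 9.91 M on 8 DPI (6.46 to 11.4), 12.8 M on 9 DPI (9.48 and 16.1), 9.18 M on 10 DPI (2.37 to 24.9) and 17.0 M on 11 DPI (9.45 and 24.6). No columns were identical, and the closest pair of libraries had a correlation of 0.992 across genes.
Expression was tested with limma on log2(FPKM + 1) over the 14905 genes with a mean FPKM of at least 0.1. The 8 uninfected libraries formed 1 group and each infected day another, so that all 6 groups shared 1 estimate of the spread per gene. The mean of the 5 infected days, or a single day, was compared with the uninfected group, with Benjamini-Hochberg adjustment and a threshold of 0.05. Log2 changes on this scale understate the change of genes with low FPKM. In addition, all infected libraries were compared with all uninfected libraries in a two-sided exact permutation test over 735471 splits.
The infected library on 10 DPI that the source data number 2 (each group is numbered from 0) differed from the rest. Its correlation with the other libraries had a median of 0.787, against 0.943 to 0.979 for every other library. The mean log2(FPKM + 1) of 15 hepatocyte genes was 3.27 in this library and 9.43 to 11.8 in the others, and that of 8 intestinal genes was 6.55, against 0.99 to 2.42. All 15 hepatocyte genes and 4 of the 8 intestinal genes exceeded 1 FPKM in uninfected livers. This library is part of the paper's source data. It was kept in the tests unless a sentence states that it was left out.

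**Figure D1:**
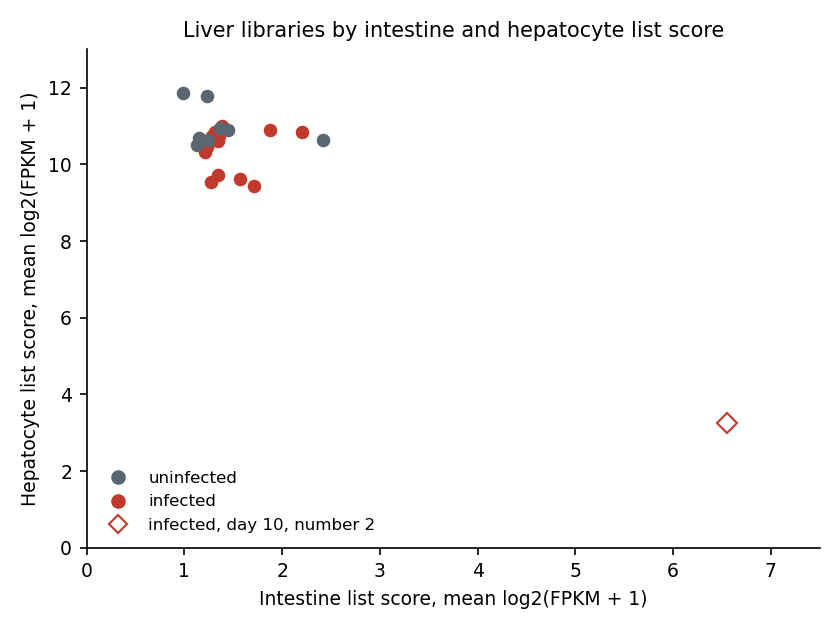
Mean log2(FPKM + 1) of the hepatocyte genes (vertical axis) against that of the intestinal genes (horizontal axis) for the 24 liver libraries, with 1 point per library. The infected library number 2 on 10 DPI lies at 6.55 and 3.27, outside the range of the uninfected and the other infected mice.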

We next asked how host metabolism changes during each stage of malaria. Untargeted metabolomics identified 587 metabolites in plasma. We selected metabolites whose maximum or minimum scaled intensity was (a) at least twofold changed from baseline and (b) significantly different from uninfected samples (p<0.05 by t-test with FDR correction). Of the 370 metabolites we identified as altered according to these stringent criteria, 66% increased in scaled intensity during *Pc* malaria, most during acute infection (Figure 1D). These metabolites illustrate the significant alterations to host energy metabolism that occur during infection (Cumnock et al., 2018). For example, broad classes of lipids increased during acute infection, including acylcarnitines, glycerolipids, glycerophospholipids, and sphingomyelin (Figure 1D). Metabolites associated with food, including stachydrine, a glycine betaine analog found in grains (Filipčev et al., 2018), decreased in scaled intensity during acute infection (Figure 1E), indicative of reduced food intake. Ketone bodies also increased in scaled intensity during acute infection (Figure 1E), suggesting that mice entered ketosis, perhaps linked to decreases in food consumption (Cumnock et al., 2018). Acute infection was also characterized by increased scaled intensity of inflammation-induced metabolites like arachidonate, followed by antiinflammatory metabolites like α-tocopherol, a form of vitamin E, in acute and late infection (Figure 1F). Several γ-glutamyl amino acids increased in scaled intensity during acute and late infection (Figure 1D), suggesting flux through the γ-glutamyl cycle and potentially glutathione biogenesis. A subset of metabolites related to pyrimidine metabolism also increased in scaled intensity during acute and late infection (Figure 1D). Overall, this analysis showed that metabolic changes occurred primarily during acute infection, with relatively few changing only during early or late infection.

We were curious about the pathological and metabolic implications of hemolysis during malaria, which decreases circulating RBCs to just 10% of baseline levels (Figure 1B). Hemolysis releases heme into plasma, where it is bound by heme scavengers, imported into cells in heme-metabolizing organs including liver and kidney, and metabolized into biliverdin by heme oxygenase 1 (HO-1), then into bilirubin by biliverdin reductase (BVR) (Chiabrando et al., 2014). Light exposure converts Z,Z-bilirubin into isomers including E,E-bilirubin (Figure 1G; Rehak et al., 2008). The scaled intensity of heme remained constant during most of acute infection (Figure 1H) despite significant hemolysis (Figure 1B), indicating activation of systemic heme metabolism. However, biliverdin, Z,Z-bilirubin, and E,E-bilirubin increased in scaled intensity during acute and late infection (Figure 1H). This is consistent with increased transcription of *Hmox1* and *Blvra*, the genes encoding HO-1 and BVR, in the liver during acute infection (Figure 1—figure supplement 2A), as well as HO-1 activation during malaria (Ramos et al., 2019; Seixas et al., 2009). Therefore, acute *Pc* malaria is characterized by stable plasma heme levels combined with an increase in heme breakdown products.

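*Hmox1* had 42.2 ± 27.5 FPKM in uninfected livers (SD, n = 8), with values from 16.9 to 103. In infected mice it had 210 ± 39.7 FPKM on 7 DPI (SD, n = 2), 1147 ± 674 on 8 DPI (n = 5), 1065 ± 235 on 9 DPI (n = 2), 707 ± 556 on 10 DPI (n = 5) and 701 ± 25.5 on 11 DPI (n = 2). Over the infected days the log2 change was 3.88 (standard error 0.61, adjusted p = 2.16e-05 from limma). It exceeded every uninfected library in 15 of 16 infected libraries, and the exact permutation test gave p = 2.72e-05 (two-sided). The remaining library was number 2 on 10 DPI, with 15.0 FPKM. Without it, the mean on 10 DPI was 880 ± 461 FPKM (SD, n = 4) and the log2 change over all days 4.10 (adjusted p = 3.58e-09 from limma). The choice that moved the result most was rescaling each library to the same FPKM total without *Alb*, which gave 4.11. By day, the adjusted p from limma was 0.109 on 7 DPI, 6.52e-05 on 8 DPI, 0.00217 on 9 DPI, 0.00198 on 10 DPI and 0.00589 on 11 DPI. The value on 7 DPI became 0.00422 without library number 2 of 10 DPI and 0.0481 with each library rescaled to the same FPKM total. On untransformed FPKM the value on 11 DPI became 0.146. It was 0.0565 on 9 DPI without infected library number 0 of that day, and 0.0715 and 0.0681 on 11 DPI without number 0 and number 1.
*Blvra* changed less, from 16.0 ± 2.71 FPKM in uninfected mice (SD, n = 8) to 29.1 ± 3.89 on 7 DPI (n = 2), 27.2 ± 1.90 on 8 DPI (n = 5), 27.9 ± 1.29 on 9 DPI (n = 2), 30.0 ± 9.78 on 10 DPI (n = 5) and 37.4 ± 7.45 on 11 DPI (n = 2). The log2 change over the infected days was 0.87 (standard error 0.13, adjusted p = 1.59e-05 from limma), and on every single day the adjusted p from limma lay between 0.000616 and 0.0165. In 15 of 16 infected libraries *Blvra* was higher than in every uninfected library (two-sided exact permutation test, p = 8.16e-06). The exception was again library number 2 on 10 DPI, with 16.2 FPKM. The calls of *Blvra* on days with 2 libraries were lost without either library on 7 DPI (adjusted p = 0.139 and 0.0707 from limma) and on 9 DPI (0.177 and 0.0792), and without number 0 on 11 DPI (0.0523).

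**Figure D2:**
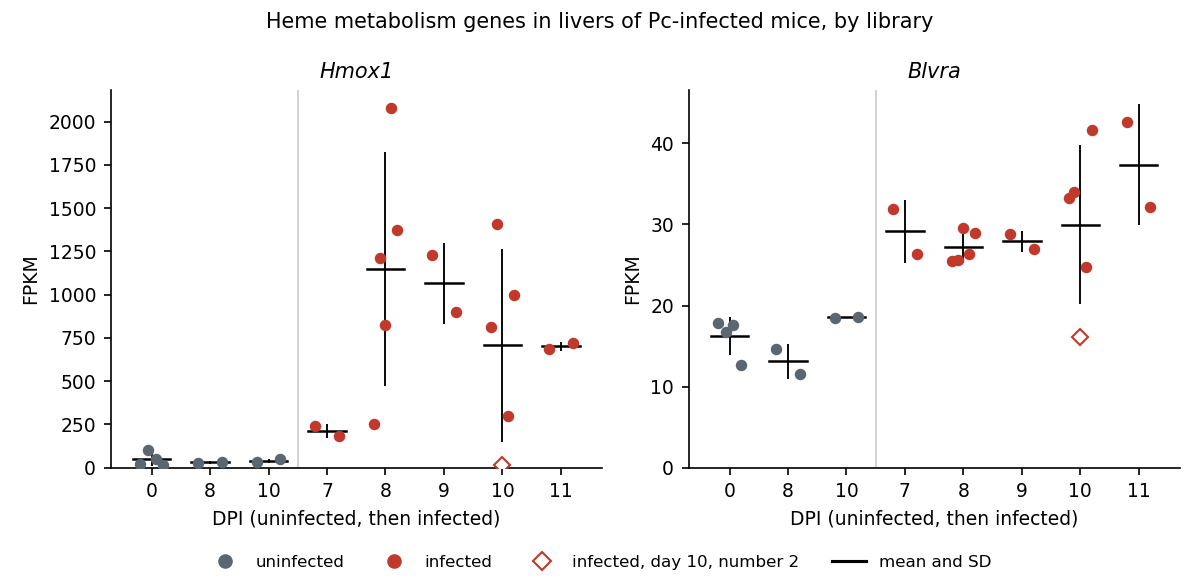
FPKM of *Hmox1* and *Blvra* (vertical axes) by DPI (horizontal axes) in uninfected and *Pc*-infected livers, with 1 point per library and lines for the mean and SD of each group. The infected library number 2 on 10 DPI (open diamond) lies at 15.0 FPKM of *Hmox1* and 16.2 FPKM of *Blvra*.

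HO-1, encoded by *Hmox1*, turns heme into biliverdin, and BVR, encoded by *Blvra*, turns biliverdin into bilirubin. The paper sets the higher transcription of both genes beside the rise of biliverdin and bilirubin in plasma (Figure 1H). From the plasma metabolites, it concludes that heme itself stays stable during acute infection while the products of its breakdown accumulate.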

To determine how the metabolic changes we observed in our mouse malaria model compare to human malaria, we analyzed a metabolomics dataset describing the plasma of *P. falciparum*-infected pediatric patients during acute cerebral malaria (CM) and 30 days post-treatment (Gupta et al., 2017). While uncomplicated *Pc* malaria in mice and CM caused by *P. falciparum* in humans differ substantially in lethality and pathogenesis, the two forms of malaria do share similar features, such as massive RBC destruction and systemic immune activation. We identified 77 metabolites with significantly altered intensity in both acute CM and *Pc* malaria, and observed similar magnitude and directionality of malaria-induced changes (p-value=1.572e-14) (Figure 1I). For example, increased scaled intensity of ketone bodies (BHBA) was observed in CM (Figure 1—figure supplement 2B), just as in *Pc* malaria (Figure 1E), suggesting that both humans and mice enter ketosis during acute infection. Like in *Pc* malaria, acute CM was characterized by increased scaled intensity of inflammation-induced arachidonate, and a trend toward decreased intensity of food-derived stachydrine (Figure 1—figure supplement 2B). As in *Pc* malaria, the scaled intensity of biliverdin and both measured bilirubin isomers was elevated during acute CM (Figure 1J), while heme scaled intensity was not different between the acute and convalescent timepoints in the clinical samples (Figure 1—figure supplement 2B).

These data identify distinct malaria stages with unique physiological, immune, and metabolic events. Comparison of the plasma metabolome of clinical CM and mouse *Pc* malaria suggests that *Pc* infection recapitulates many metabolic changes observed clinically, including increases in heme metabolites during acute infection.

### AHR ligands are more abundant during acute infection

Biliverdin and bilirubin activate AHR, an immunomodulatory transcription factor with agonists of dietary, microbial, and host origin (Rothhammer and Quintana, 2019; Stockinger et al., 2014). We therefore looked for other AHR ligands in our dataset. Tryptophan catabolism via the kynurenine pathway (Figure 2A) produces metabolites with varying affinities for AHR, including L-kynurenine, kynurenate, 3-hydroxy-DL-kynurenine, and quinolinic acid (Desvignes and Ernst, 2009; Rothhammer and Quintana, 2019). Tryptophan decreased in scaled intensity during acute infection, while downstream products including kynurenine, kynurenate, and quinolinate increased (Figure 2B), as observed previously in a *P. berghei* ANKA infection (Clark et al., 2005). 

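In the liver libraries, *Ido1*, whose product starts the conversion of tryptophan to kynurenine, was near the limit of detection. It was listed at 0 FPKM in the 4 uninfected mice on 0 DPI. On 8 DPI the uninfected values were 0 and 0.998 FPKM, and on 10 DPI 0.108 and 0 FPKM. The 0.998 FPKM corresponded to 14 fragments and came from library number 1 on 8 DPI, which also held intestinal transcripts. Their share, measured against library number 2 on 10 DPI, would give 0.0465 FPKM of *Ido1*. Whether intestinal RNA explains the value therefore cannot be told. Of the 16 infected libraries, 15 lay above the uninfected mean and 7 above every uninfected library. The log2 change over the infected days was 0.69 (standard error 0.25, adjusted p = 0.0252 from limma), and the difference of the means gave p = 0.00692 in the two-sided exact permutation test. This call was lost with the uninfected mice of 8 and 10 DPI as the only controls (adjusted p = 0.186 from limma), on untransformed FPKM (0.111) and without infected library number 1 on 9 DPI (0.0608). Over all alternatives tried, apart from leaving out libraries, the adjusted p ranged from 0.000531 to 0.186.
The genes that act on kynurenine and its products were more abundant. *Haao* fell from 646 ± 161 FPKM in uninfected (SD, n = 8) to 153 ± 60.6 in infected mice (SD, n = 16), a log2 change of -2.26 (standard error 0.59, adjusted p = 0.00348 from limma). For *Kynu* the means were 72.5 ± 10.8 and 20.2 ± 8.98 FPKM (log2 change -1.90, adjusted p = 0.000340 from limma). *Afmid*, whose product forms kynurenine, had 84.3 ± 20.7 and 23.5 ± 11.6 FPKM (log2 change -1.94, adjusted p = 1.70e-05 from limma). *Ccbl1* and *Ccbl2*, now named *Kyat1* and *Kyat3*, encode aminotransferases that form kynurenate and had log2 changes of -1.67 (adjusted p = 6.09e-06 from limma) and -1.59 (0.00249). All 16 infected libraries were lower than every uninfected library for these 5 genes and for *Kmo*. For *Afmid*, *Ccbl1*, *Kynu* and *Haao* the two-sided exact permutation test gave 1.36e-06, the smallest p that 16 libraries against 8 allow. The 16 include library number 2 on 10 DPI, with 0.622 FPKM of *Haao*. Its hepatocyte genes were low as a set, so its low values cannot be assigned to infection. Without this library the log2 changes of these 5 genes were smaller, from -1.43 for *Ccbl2* to -1.999 for *Haao*. All 5 still passed the threshold (adjusted p of at most 1.91e-06 from limma).
*Kmo* (107 ± 18.0 and 45.4 ± 16.7 FPKM) and *Aadat* (47.7 ± 6.86 and 22.8 ± 9.89 FPKM) were nearer to the threshold, with log2 changes of -1.37 (adjusted p = 0.0212 from limma) and -1.21 (0.0247). *Kmo* lost its call in 7 and *Aadat* in 6 of 12 alternatives on the log2 scale, among them a lower pseudocount, rescaling, and controls of part of the days. The adjusted p ranged from 0.0192 to 0.125 for *Kmo* and from 0.0224 to 0.150 for *Aadat*. Without infected library number 0 on 9 DPI it was 0.0513 for *Aadat*, and without number 2 on 10 DPI it was 1.83e-07 for *Kmo* and 3.61e-06 for *Aadat*. *Tdo2*, which encodes the other enzyme of the step that *Ido1* catalyzes, had 657 ± 152 FPKM in uninfected and 477 ± 224 in infected mice. Its log2 change of -0.81 did not pass the threshold (adjusted p = 0.368 from limma; two-sided exact permutation test, p = 0.245). Without infected library number 2 on 10 DPI, where *Tdo2* had 0.893 FPKM, the change was -0.50 and the adjusted p from limma 0.0152. Of the 11 heme and kynurenine genes plotted by the paper, 10 passed the threshold over all genes tested, and 10 when adjusted over the list alone.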

*Pc* infection resulted in increased expression of *Ido1* and decreased expression of downstream kynurenine pathway genes in the liver (Figure 2—figure supplement 1A), suggesting that these metabolites may be produced in other tissues during malaria. Moreover, in cerebral malaria patients, the scaled intensity of tryptophan, kynurenine, and kynurenate was elevated during acute infection relative to convalescence (Figure 2C).

**Figure 2.**
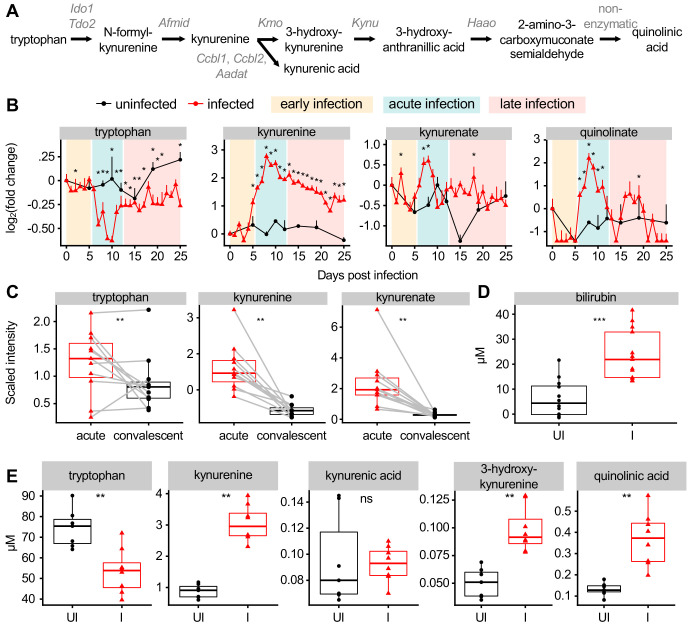
Malaria modulates AHR ligands in the plasma of mice and patients. (**A**) Schematic of metabolites and genes of the kynurenine pathway. (**B**) Fold change of scaled intensity of kynurenine pathway compounds during *Pc* infection, relative to day 0 (mean + SEM). p-Values were determined by comparing each infected time point to all uninfected values using two-way ANOVA with FDR correction (n = 5 mice on 0 DPI, five infected mice each day, and two uninfected mice each day). *p<0.05. (**C**) Scaled intensity of kynurenine pathway compounds in pediatric cerebral malaria patients (n = 11 patients per condition). (**D**) Quantification of bilirubin (n = 12–13 mice per condition) and (**E**) kynurenine pathway metabolites (n = 5–6 mice per condition) at 9 days post *Pc* infection. p-Values were determined in C-E using a Wilcox test. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001. These experiments were performed once. Figure 2—source data 1.Source data for Figure 2.

**Figure 2—figure supplement 1.**
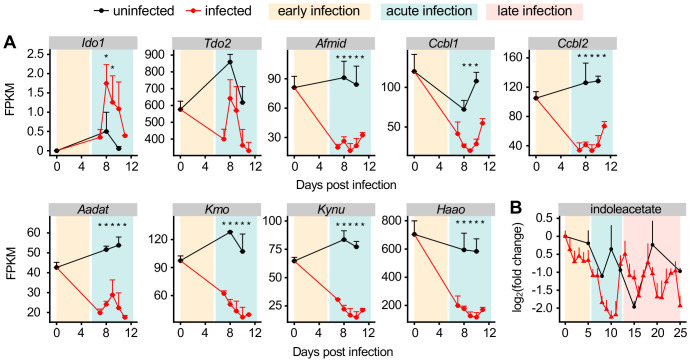
Production of AHR ligands during malaria. (**A**) Expression of kynurenine pathway genes in livers of *Pc*-infected mice (n = 2–5 mice per condition). (**B**) Scaled intensity of indoleacetate during *Pc* infection. p-Values were determined by comparing each infected time point to all uninfected values using two-way ANOVA with FDR correction n = 5 mice on 0 DPI, five infected mice each day, and (two uninfected mice each day). *p<0.05. Values are presented as mean + SEM. These experiments were performed once. Figure 2—figure supplement 1—source data 1.Source data for Figure 2—figure supplement 1.

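Taken day by day against all uninfected mice, *Ido1* passed the threshold on 8 DPI alone (log2 change 1.21, adjusted p = 0.00372 from limma), where its 5 values were 0.381, 3.22, 1.15, 1.65 and 2.32 FPKM. It was at 0.551 and 0.146 FPKM on 7 DPI, at 0.571 and 1.94 on 9 DPI and at 0.404 and 0.371 on 11 DPI. On 10 DPI it was at 0.332, 1.05, 3.79, 0.250 and 0 FPKM, and the 3.79 FPKM, from 123 fragments, belonged to library number 2. With pseudocounts of 0.1 and 0.01 in place of 1, *Ido1* also passed on 9 DPI (adjusted p = 0.0307 and 0.0204 from limma) and on 10 DPI (0.0302 and 0.0166). With a pseudocount of 1, its log2 change on 10 DPI was 0.66 (adjusted p = 0.0879 from limma), and 0.30 (0.342) without library number 2.
*Afmid* and *Ccbl1* passed on 7, 8, 9 and 10 DPI. *Kynu* passed on 8, 9 and 10 DPI, *Ccbl2* on 8 and 10 DPI, and *Kmo*, *Aadat* and *Haao* on 10 DPI. *Tdo2* passed on no single day, although on untransformed FPKM it did on 10 DPI (adjusted p = 0.0290 from limma). It also passed on 10 DPI in 3 fits with 1 library left out (adjusted p down to 0.0382 in limma). Without infected library number 2 on 10 DPI, *Tdo2* passed on 11 DPI (log2 change -0.97, adjusted p = 0.0132 from limma). *Kynu* on 9 DPI lost its call in 5 of 12 alternatives (adjusted p from 0.0210 to 0.108 in limma) and *Ccbl2* on 8 DPI in 2 (0.0222 to 0.106). *Kynu* on 8 DPI, *Aadat* on 10 DPI and *Ccbl1* on 7 DPI each lost theirs in 1, with 0.0523, 0.0620 and 0.0899. *Ccbl2* on 8 DPI was also lost without infected library number 0 (0.0551) or number 3 (0.0560) of that day. The mean of *Haao* was 199 ± 96.8 FPKM on 7 DPI (SD, n = 2), 177 ± 41.8 on 8 DPI (n = 5), 126 ± 39.9 on 9 DPI (n = 2), 117 ± 72.4 on 10 DPI (n = 5) and 170 ± 24.0 on 11 DPI (n = 2). With *Hmox1* and *Blvra* included, 3 of the 11 genes passed on 7 DPI, 7 on 8 DPI, 5 on 9 DPI, 9 on 10 DPI and 2 on 11 DPI. The counts were 3, 8, 6, 11 and 2 adjusted over the list alone, which the paper had already chosen.
These counts rested on infected library number 2 on 10 DPI, which widened the spread that all groups share. Without it, the standard error of *Haao* on 8 DPI dropped from 0.76 to 0.21, and 9, 10, 10, 9 and 9 of the 11 genes passed on 7 to 11 DPI. On untransformed FPKM, 8 genes passed on 7 DPI, 8 on 9 DPI and 7 on 11 DPI. With 2 libraries on a day, single libraries mattered as well. Without infected library number 1 on 7 DPI, 0 of the 11 genes passed limma's threshold on that day. Without infected library number 0 or number 1 on 9 DPI, 1 and 3 genes passed there, and without number 0 or number 1 on 11 DPI, 0 and 1 genes. Without library number 3 on 10 DPI, 4 genes passed on 11 DPI.
The test of whether the effect of infection differed between 8 and 10 DPI, each against the uninfected mice of its own day, called 0 of 14905 genes in limma, with 1035 at an unadjusted p under 0.05. It called 8 genes without library number 2, and none of the kynurenine genes was among them. With all uninfected mice as controls on both days, which then cancel out, 163 genes were higher and 99 lower. In simulated data the test with the controls of each day recovered 59% of the changed genes.

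**Figure D3:**
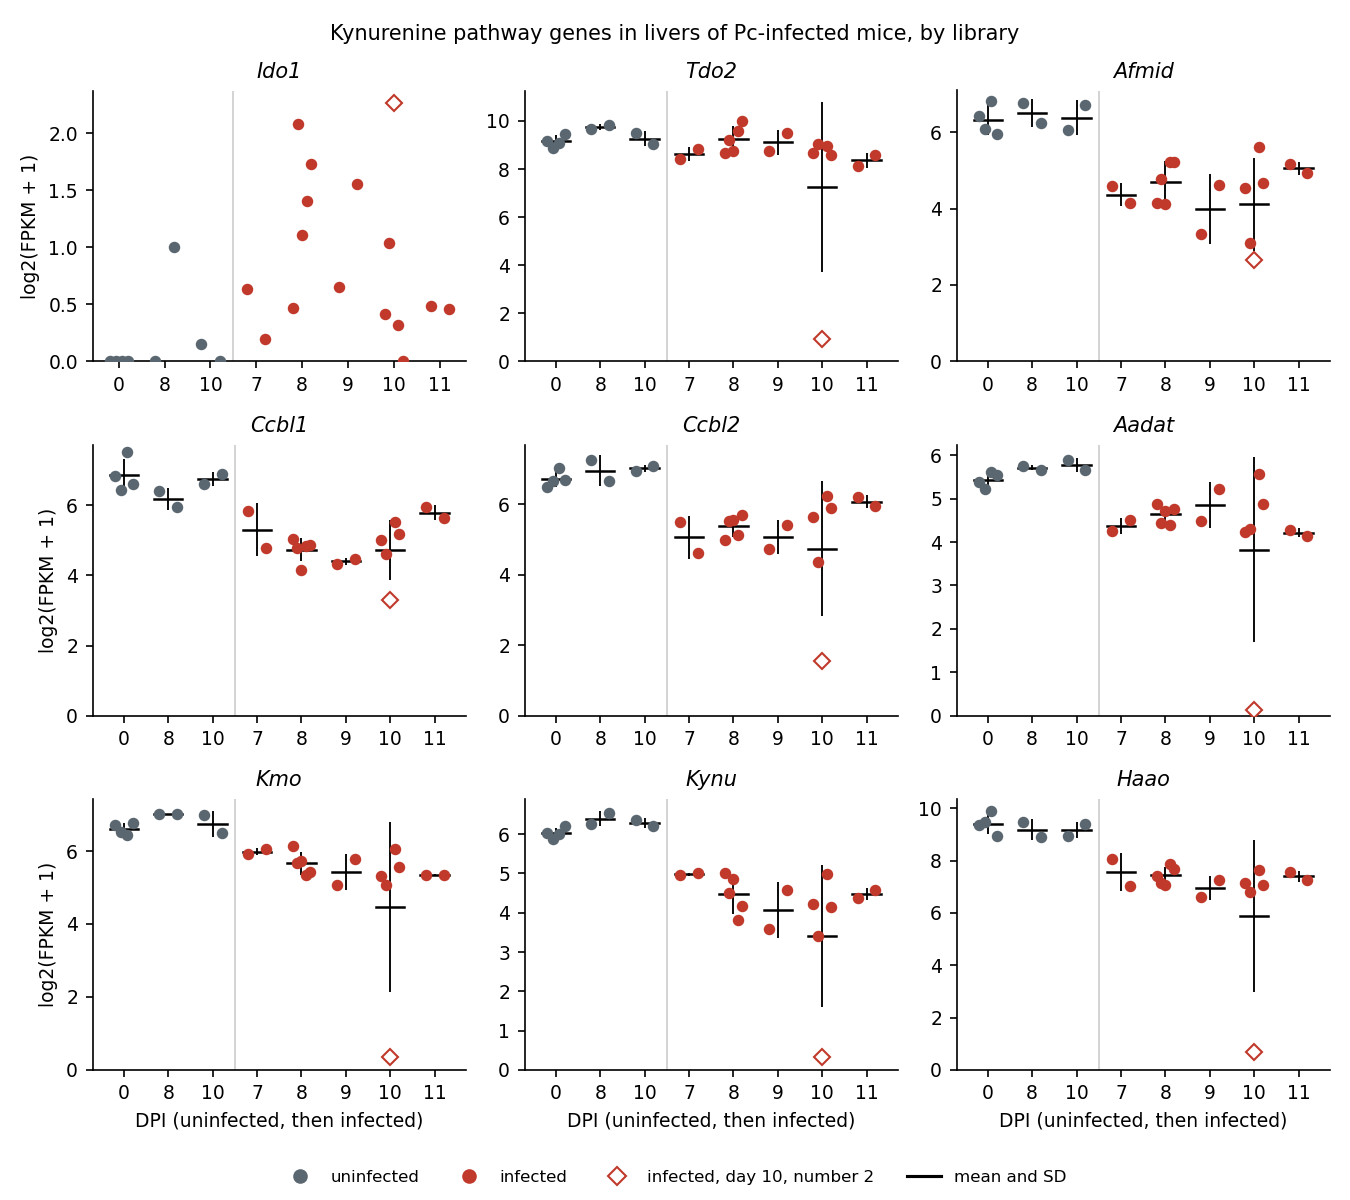
Log2(FPKM + 1) of the kynurenine pathway genes (vertical axes) by DPI (horizontal axes) in uninfected and *Pc*-infected livers, with 1 point per library and lines for the mean and SD of each group; for *Ido1*, listed at 0 FPKM in part of the libraries, points are shown alone. The infected library number 2 on 10 DPI (open diamond) is the lowest point of all genes except *Ido1*, where it is the highest.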

AHR ligands also include indoles, a class of metabolites derived from microbial metabolism of tryptophan (Rothhammer and Quintana, 2019). By untargeted metabolomics, the scaled intensity of indoleacetate trended towards decreasing during acute infection (Figure 2—figure supplement 1B) consistent with infection-induced anorexia during this time limiting energy input for both the host and microbiota (Figure 1E; Cumnock et al., 2018). Other AHR ligands, including the arachidonic acid derivatives PGE2, leukotriene B4, and lipoxin A4, were not measured in our metabolomics experiment (Denison and Nagy, 2003; Rothhammer and Quintana, 2019).

To confirm our metabolomics data, we quantified the plasma levels of select AHR ligands at 9 DPI in infected and uninfected mice. As in our metabolomics data, the concentration of plasma bilirubin was elevated during acute infection (Figure 2D). We measured tryptophan metabolites by targeted mass spectrometry and confirmed that plasma tryptophan decreased during infection, whereas the concentration of L-kynurenine, 3-hydroxy-DL-kynurenine, and quinolinic acid increased (Figure 2E). During acute malaria, bilirubin reached higher plasma concentration than any tryptophan metabolite by at least one order of magnitude. In summary, we observed that AHR ligands derived from heme and tryptophan metabolism increased in plasma of mice and humans during acute *Plasmodium* infection.

### AHR signaling is protective during *Pc* infection

Given that AHR ligands were elevated in plasma during acute infection, we hypothesized that AHR signaling affects the outcome of *Pc* infection. We infected female littermate *Ahr^+/+^*, *Ahr^+/-^*, and *Ahr^-/-^* mice with *Pc* and monitored parasite load and survival over a 15-day time course that captured both acute infection and recovery. *Ahr^-/-^* mice developed higher parasitemia than *Ahr^+/+^* and *Ahr^+/-^* mice (Figure 3A). All genotypes had similar maximum parasite density, although parasite density in *Ahr^-/-^* mice peaked a day earlier (Figure 3B). *Ahr^-/-^* mice developed more severe anemia, indicated by RBC density (Figure 3C), at least partly due to increased parasite-mediated hemolysis. *Ahr^-/-^* mice also had more severe sickness as measured by weight loss and temperature decrease (Figure 3D–E). While most *Ahr^+/+^* and *Ahr^+/-^* mice survived, all *Ahr^-/-^* mice succumbed to infection between days 9 and 12 (Figure 3F). Because *Ahr^+/+^* and *Ahr^+/-^* mice had equivalent disease severity, we used either *Ahr^+/+^* or *Ahr^+/-^* mice as controls for subsequent experiments. We observed similar, if less pronounced, trends for male *Ahr^+/+^*, *Ahr^+/-^*, and *Ahr^-/-^* mice (Figure 3—figure supplement 1).

**Figure 3.**
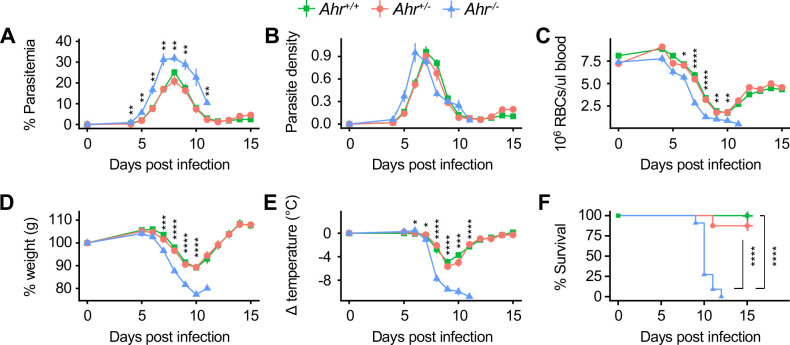
*Ahr^-/-^* mice are susceptible to malaria. (**A**) Parasitemia, (**B**) parasite density, (**C**) RBCs/μl blood, change in (**D**) body weight and (**E**) temperature relative to day 0, and (**F**) survival of *Pc*-infected *Ahr^+/+^*, *Ahr^+/-^* and *Ahr^-/-^* mice (n = 10, 8, and 11, respectively). p-Values in A-E were determined using two-way ANOVA with FDR correction comparing *Ahr^+/-^* and *Ahr^-/-^* mice; values are mean ± SEM. p-Values in F were determined using a log-rank test. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001. Data were combined from three independent experiments. Figure 3—source data 1.Source data for Figure 3.

**Figure 3—figure supplement 1.**
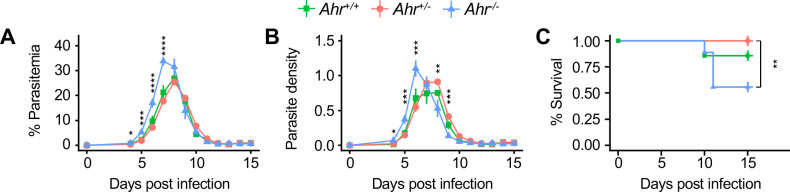
MaleAhr-/-mice are susceptible to malaria. (**A**) Parasitemia, (**B**) parasite density, and (**C**) survival of male *Pc*-infected *Ahr^+/+^*, *Ahr^+/-^*, and *Ahr^-/-^* mice (n = 7, 23, and 9, respectively). p-Values in A, and B were determined using two-way ANOVA with FDR correction; values are mean ± SEM. p-Values in C were determined using a log-rank test. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001. Data were combined from three independent experiments. Figure 3—figure supplement 1—source data 1.Source data for Figure 3—figure supplement 1.

**Figure 3—figure supplement 2.**
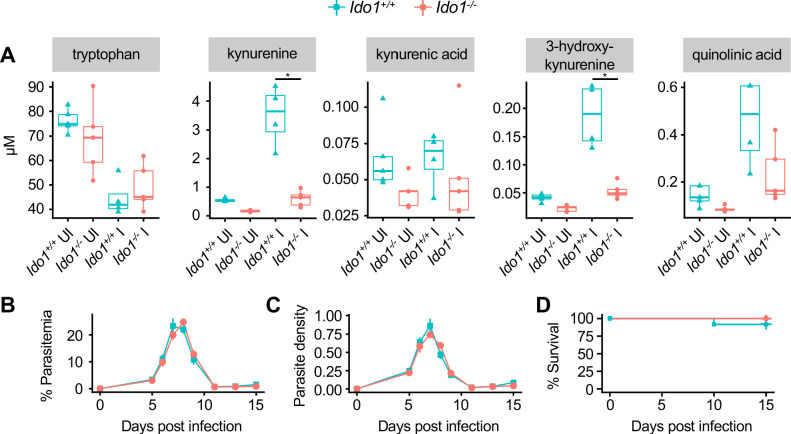
Ido1-/-mice are not susceptible to malaria. (**A**) Quantification of kynurenine pathway metabolites in *Pc*- or mock-infected *Ido1^+/+^* and *Ido1^-/-^* mice on 9 DPI (n = 5 per condition). (**B**) Parasitemia, (**C**) parasite density, and (**D**) survival of *Pc*-infected *Ido1^+/+^* and *Ido1^-/-^* mice (n = 12–13 per condition). p-Values in A, B, and C were determined using two-way ANOVA with FDR correction; values are mean ± SEM. p-Values in D were determined using a log-rank test. *p<0.05. Data are representative of two independent experiments. Figure 3—figure supplement 2—source data 1.Source data for Figure 3—figure supplement 2.

Our metabolomics data suggested that AHR signaling during malaria could be activated by tryptophan and/or heme metabolites. To ask whether susceptibility to malaria is dependent on tryptophan metabolism, we measured kynurenine and other tryptophan metabolites in *Pc*-infected mice lacking indoleamine 2,3-dioxygenase 1 (*Ido1*), one of two enzymes that catalyzes the rate-limiting step of the tryptophan pathway (Figure 2A; Fatokun et al., 2013). The concentrations of kynurenine and 3-hydroxy-kynurenine in *Ido1^-/-^* mice at 9 DPI were lower than infected *Ido1^+/+^* mice and statistically indistinguishable from uninfected mice of either genotype (Figure 3—figure supplement 2A). Nevertheless, *Ido1^-/-^* and *Ido1^+/+^* mice had similar parasite load and survival (Figure 3—figure supplement 2B–D). We conclude that AHR signaling, but not by kynurenine pathway metabolites, is required during *Pc* infection under our experimental conditions.

### *Ahr^-/-^* mice develop AKI during malaria

To understand why *Ahr^-/-^* mice were more susceptible to malaria, we asked which tissues were specifically injured in infected *Ahr^-/-^* mice compared to *Ahr^+/-^* mice. Liver damage is a common pathology during malaria, and *Ahr^+/-^* mice had liver damage at 8 DPI, indicated by a 100-fold increase in plasma levels of alanine aminotransferase (ALT) relative to baseline (Figure 4A). Plasma ALT in *Ahr^-/-^* mice increased by 8-fold above baseline. Additionally, livers from *Pc*-infected *Ahr^+/-^* mice had more frequent histological evidence of parenchymal necrosis than *Ahr^-/-^* mice, although both genotypes showed similar extent of inflammation and margination of leukocytes along the vascular endothelium (Figure 4—figure supplement 1A). Thus, *Ahr^-/-^* mice develop less severe liver damage than *Ahr^+/-^* mice during *Pc* malaria. Histological analysis of spleens revealed comparable red pulp extramedullary hematopoiesis and vascular leukocyte margination in both genotypes during infection (Figure 4—figure supplement 1B), while lungs from infected and uninfected *Ahr^+/-^* and *Ahr^-/-^* mice were within normal limits (Figure 4—figure supplement 1C).

**Figure 4.**
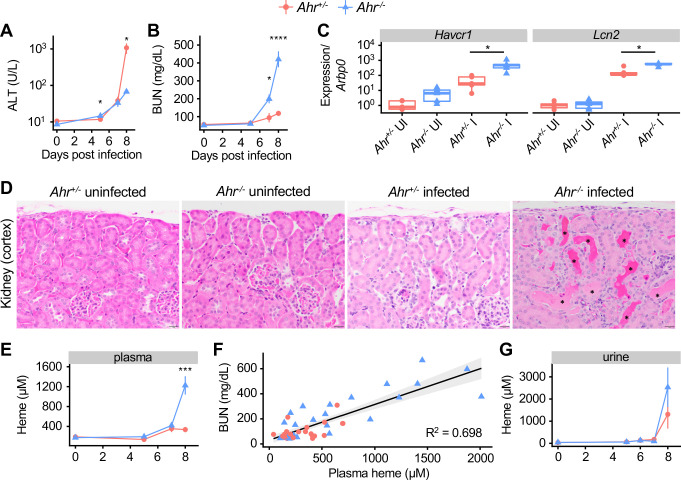
Acute kidney injury and inappropriate heme regulation in *Ahr^-/-^* mice during malaria. (**A**) ALT and (**B**) BUN in plasma of *Ahr^+/-^* and *Ahr^-/-^* mice during infection (n = 3–9 per group). (**C**) Gene expression in kidneys from *Ahr^+/-^* and *Ahr^-/-^* mice on 8 DPI (normalized to *Arbp0* using the ddCT method, n = 5 per condition). (**D**) Representative images of H and E-stained kidney tissue from *Ahr^+/-^* and *Ahr^-/-^* mice (magnification: 40x, scale bar: 20 μm). Black asterisks indicate dilated renal tubules with eosinophilic proteinaceous fluid. (**E**) Total heme in plasma of *Pc*-infected *Ahr^+/-^* and *Ahr^-/-^* mice (n = 3–9 per group). (**F**) Correlation of heme and BUN from individual mice (also plotted in B and E) and fit with a linear model. (**G**) Total heme in urine of *Pc*-infected *Ahr^+/-^* and *Ahr^-/-^* mice (n = 3–8 per group). p-Values in A, B, E, and G were determined using two-way ANOVA with FDR correction; values are mean ± SEM. p-Values in C were determined using a Wilcox test. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001. Each timepoint was collected in one to two independent experiments. Figure 4—source data 1.Source data for Figure 4.

**Figure 4—figure supplement 1.**
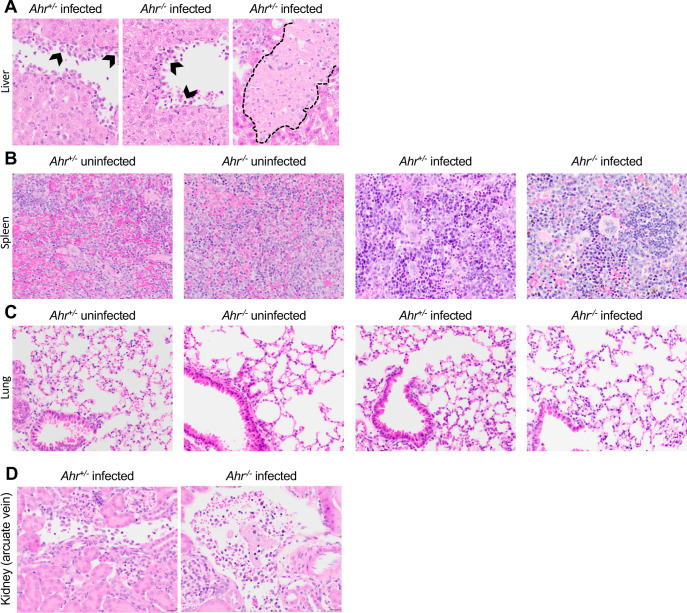
Representative images of H and E-stained tissue showing (**A**) liver, (**B**) spleen, and (**C**) lung, and (**D**) kidney arcuate vein from *Ahr^+/-^* and *Ahr^-/-^* mice (magnification: 40x). Black chevrons in A indicate margination of leukocytes along the endothelial lining. The black dotted line in A delineates an area of parenchymal necrosis. Data are representative of two independent experiments.

**Figure 4—figure supplement 2.**
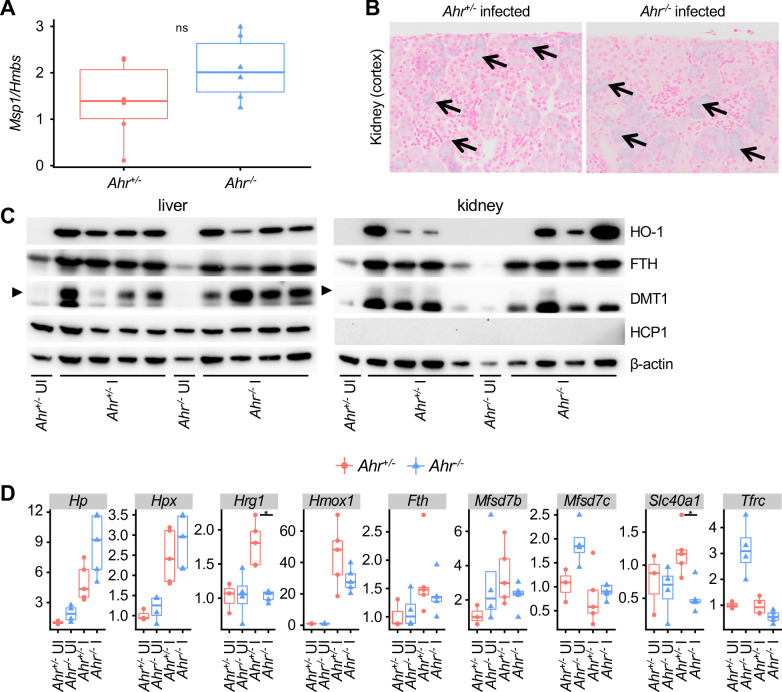
Heme metabolism appears largely normal inAhr-/-mice during malaria. (**A**) *Msp1* expression in perfused kidneys from *Ahr^+/-^* and *Ahr^-/-^* mice on 8 DPI (normalized to *Hmbs* using the ddCT method, n = 6 per group). (**B**) Representative images of Perls Prussian blue-stained kidney cortex from *Pc*-infected *Ahr^+/-^* and *Ahr^-/-^* mice on 8 DPI. The blue signal (arrows) indicates accumulation of iron. (**C**) Western blot showing levels of heme metabolism genes in liver and kidney tissue from *Pc*-infected *Ahr^+/-^* and *Ahr^-/-^* mice on 8 DPI. (**D**) qRT-PCR analysis of heme metabolism genes in liver tissue from *Pc*-infected *Ahr^+/-^* and *Ahr^-/-^* mice on 8 DPI (n = 3–5 per condition). p-Values in A and D were determined using a Wilcox test. *p<0.05. These experiments were performed once. Figure 4—figure supplement 2—source data 1.Source data for Figure 4—figure supplement 2.

**Figure 4—figure supplement 3.**
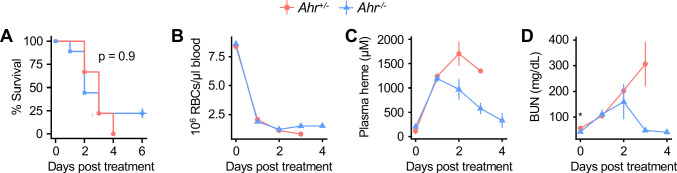
Control andAhr-/-mice are equally susceptible to phenylhydrazine-induced heme overload. (**A**) Survival, (**B**) RBCs/μl blood, (**C**) plasma heme, and (**D**) BUN in phenylhydrazine-treated *Ahr^+/-^* and *Ahr^-/-^* mice (n = 9 per genotype). p-Value in A was calculated using a log-rank test. p-Values in B-D were determined using two-way ANOVA with FDR correction; values are mean ± SEM. *p<0.05. Data are representative of two independent experiments. Figure 4—figure supplement 3—source data 1.Source data for Figure 4—figure supplement 3.

To evaluate kidney function, we measured blood urea nitrogen (BUN) levels. At baseline, mice of both genotypes had comparable BUN. During acute infection, BUN in *Ahr^+/-^* mice increased by twofold above baseline, indicative of a mild to moderate decrease in kidney function; in *Ahr^-/-^* mice, BUN increased by eightfold, indicative of a substantial decrease in function (Figure 4B; Ramos et al., 2019; Wei and Dong, 2012). The genes *Kidney injury molecule 1* (*Havcr1*) and *Lipocalin 2* (*Lcn2*), markers of kidney injury, were induced in both genotypes by *Pc* infection, and to significantly higher levels in *Ahr^-/-^* mice at 8 DPI (Figure 4C; Han et al., 2002; Moschen et al., 2017). Histologically, kidneys from *Ahr^-/-^* mice had evidence of leukocyte margination (most prominently in the arcuate vessels), frequent cortical tubular dilation (with or without luminal protein), and rare tubular epithelial cell necrosis with luminal sloughing, whereas kidneys from *Ahr^+/-^* mice only show evidence of leukocyte margination (Figure 4D, Figure 4—figure supplement 1D). Together, these data show that *Ahr^+/-^* mice have mild kidney injury during *Pc* malaria, whereas *Ahr^-/-^* mice develop AKI.

We next aimed to determine the cause of kidney pathology in *Ahr^-/-^* mice. Parasites sequestered in capillaries could obstruct vessels and cause kidney damage. To test this hypothesis, we measured expression of *Merozoite surface protein 1* (*Msp1*) in perfused kidney tissue as a proxy for parasite abundance. We observed no difference in *Msp1* gene expression in the kidneys of *Ahr^+/+^* and *Ahr^-/-^* mice (Figure 4—figure supplement 2A), suggesting that increased parasite sequestration within *Ahr^-/-^* kidneys was not responsible for kidney injury. Kidneys can also sustain injury when exposed to free heme; during malaria and other hemolytic conditions, lysed RBCs release heme into plasma, and mice with impaired heme metabolism can suffer from heme-mediated AKI (Ramos et al., 2019; Seixas et al., 2009; Vinchi et al., 2013; Zarjou et al., 2013). Plasma heme levels in *Ahr^+/-^* and *Ahr^-/-^* mice were equivalent at baseline; however, at 8 DPI, plasma heme in *Ahr^-/-^* mice was elevated sevenfold above baseline, compared to 1.8-fold in *Ahr^+/-^* mice (Figure 4E). These findings are consistent with a previous observation of increased serum iron in *P. berghei* ANKA-infected *Ahr^-/-^* mice (Brant et al., 2014). These data also demonstrate that kidney function during *Pc* infection is correlated with heme concentration. Plotting plasma heme and BUN values for 49 *Ahr^+/-^* and *Ahr^-/-^* mice on 0, 5, 7, and 8 dpi reveals a correlation with adjusted R^2^ = 0.694 (p-value=6.699×10^−14^) (Figure 4F). We conclude that *Pc*-infected *Ahr^-/-^* mice suffered from AKI, likely caused by heme toxicity.

Normal heme metabolism involves binding free heme in plasma with scavengers, intracellular import, and HO-1-mediated breakdown in the liver and other heme-metabolizing organs Chiabrando et al., 2014; during malaria, heme is also excreted in urine (Ramos et al., 2019). The elevated plasma heme observed in *Pc*-infected *Ahr^-/-^* mice could be caused by excess heme release into plasma and/or issues with heme transport and breakdown subsequent to release in plasma. To discriminate between these possibilities, we measured urinary heme and found that *Ahr^+/-^* and *Ahr^-/-^* mice had similarly elevated heme levels in urine (Figure 4G). To test for inappropriate iron deposits in the kidneys of *Ahr^-/-^* mice, we performed Perls Prussian blue staining, which revealed similar accumulation of iron-containing compounds in the cortical tubular epithelial cells and within the tubular lumina of both *Ahr^+/-^* and *Ahr^-/-^* infected mice (Figure 4—figure supplement 2B). We also evaluated levels of HO-1 and ferritin heavy chain (FTH), two key proteins involved in heme metabolism required for survival during malaria (Ramos et al., 2019), as well as the heme transporters divalent metal transporter 1 (DMT1) and heme carrier protein 1 (HCP1). We did not observe a defect in protein levels in *Ahr^-/-^* mice (Figure 4—figure supplement 2C). Transcriptional analysis of an expanded set of heme metabolism genes in liver revealed comparable expression of most genes in infected *Ahr^+/-^* and *Ahr^-/-^* mice, with the notable exceptions of *Heme responsive gene 1* (*Hrg1* or *Slc48a1*) and *Solute carrier family 40 member 1* (*Slc40a1* or *Ferroportin*), which remained at baseline levels in infected *Ahr^-/-^* mice (Figure 4—figure supplement 2D). Lastly, to determine if AHR is required to control plasma heme in other hemolytic conditions, we employed a model of phenylhydrazine-induced hemolysis (Dutra et al., 2014). *Ahr^+/-^* and *Ahr^-/-^* mice challenged with phenylhydrazine had equivalent survival, hemolysis, plasma heme, and BUN (Figure 4—figure supplement 3A–D). Overall, despite differences in two key heme metabolism genes, we did not uncover evidence of impaired heme metabolism in *Ahr^-/-^* mice that could explain the degree of elevated plasma heme observed during *Pc* infection. We conclude that the loss of AHR leads to increased heme release during malaria, but not impaired heme metabolism or increased heme sensitivity.

### AHR is necessary in radioresistant cells to control parasitemia, plasma heme, and AKI during *Pc* infection

As *Ahr^-/-^* mice mount altered immune responses during *P. berghei* ANKA malaria (Brant et al., 2014) and AHR signaling affects immune responses (Rothhammer and Quintana, 2019), we first sought to characterize the immune responses of *Ahr^-/-^* mice during infection. *Ahr^-/-^* mice had elevated neutrophil levels in blood during acute sickness (Figure 5—figure supplement 1A), in line with other studies linking inappropriate AHR activation to aberrant neutrophil responses in diverse models of inflammation (Di Meglio et al., 2014; Teske et al., 2005; Teske et al., 2008). We found that neutrophil depletion by anti-Ly6G antibody treatment did not affect survival of *Ahr^-/-^* mice (Figure 5—figure supplement 1B–D), indicating that AHR-dependent control of neutrophil responses was not responsible for host protection under these conditions. We also observed increased plasma levels of the cytokine TNF in infected *Ahr^-/-^* mice (Figure 5—figure supplement 2A), as observed in *P. berghei* ANKA-infected *Ahr^-/-^* mice (Brant et al., 2014). We found that TNF neutralization did not alter infection outcome or kidney function in *Ahr^-/-^* mice (Figure 5—figure supplement 2B–C). Thus, while we and others observed altered immune responses to malaria in *Ahr^-/-^* mice, we did not identify a link between these differences and *Pc* infection outcome.

To more broadly test the role of AHR in the cellular immune response to malaria, we generated bone marrow chimeric mice. After transplantation and engraftment, chimeric mice had >85% replacement of all measured cell types except for T cells, which averaged 75% donor-derived (Figure 5—figure supplement 3). Chimeric mice lacking AHR in radiosensitive cells (- → +) had equivalent survival and parasitemia to wild-type chimeric mice (+ → +) (Figure 5A–B). In contrast, mice lacking AHR in radioresistant cells (+ → - and - → -) succumbed to infection and developed higher parasitemia relative to + → + mice (Figure 5A–B). We also looked for evidence of heme dysregulation and AKI in susceptible mice. At 8 DPI, + → - and - → - mice had elevated levels of both plasma heme and BUN compared to + → + mice, while - → + mice did not (Figure 5C–D). Therefore, during *Pc* infection, AHR in radioresistant cells is necessary to promote survival, limit parasitemia, control plasma heme, and prevent AKI.

**Figure 5.**
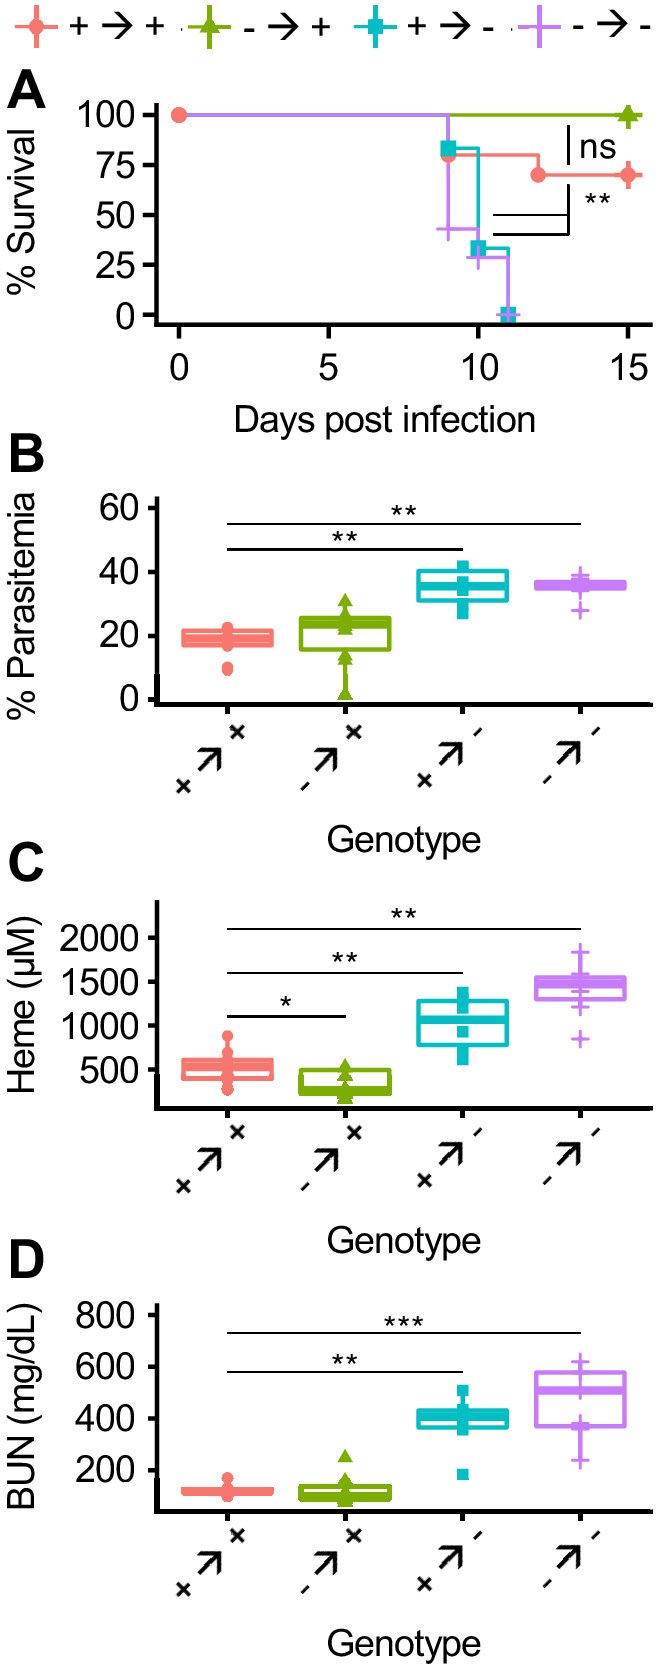
AHR is required during *Pc* infection in radioresistant cells. (**A**) Survival, (**B**) parasitemia, and (**C**) total heme (8 DPI), and (**D**) BUN (8 DPI) in *Pc-*infected bone marrow chimeric mice (n = 6–12 per condition). p-Values in A were determined using a log-rank test. p-Values in B-D were determined using a Wilcox test. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001. Data are representative of two independent experiments. Figure 5—source data 1.Source data for Figure 5.

**Figure 5—figure supplement 1.**
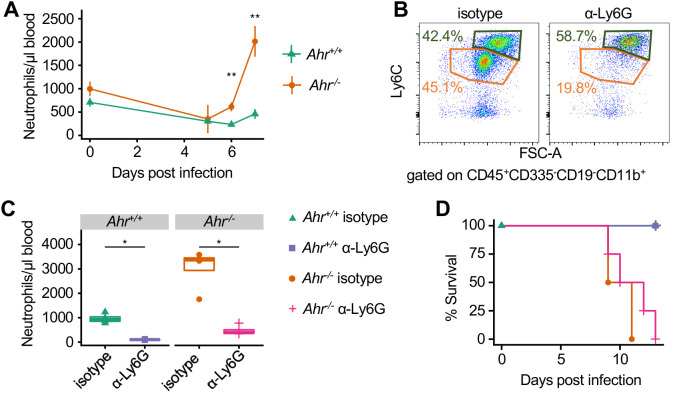
Neutrophilia inAhr-/-mice during malaria does not cause increased susceptibility. (**A**) CD11b^hi^Ly6C^int^Ly6G^+^ neutrophils/μl blood in *Pc-* infected *Ahr^+/+^* and *Ahr^-/-^* mice (n = 6 per genotype). (**B**) Representative FACS plots of mice at 7 DPI with indicated treatment. (**C**) Neutrophils/μl blood on 7 DPI in *Ahr^+/+^* and *Ahr^-/-^* mice after treatment with either Ly6G depleting antibody or isotype control (n = 4–5 per genotype). (**D**) Survival of *Pc-*infected *Ahr^+/+^* and *Ahr^-/-^* mice after treatment with either anti-Ly6G depleting antibody or isotype control (n = 4–5 per genotype). These experiments were performed once. Figure 5—figure supplement 1—source data 1.Source data for Figure 5—figure supplement 1.

**Figure 5—figure supplement 2.**
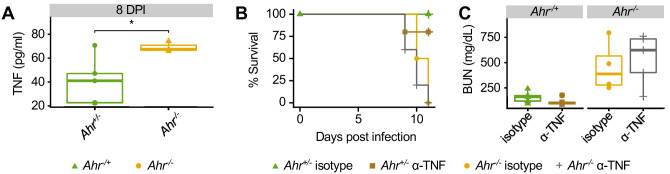
Increased TNF production inAhr-/-mice during malaria does not cause increased susceptibility. (**A**) TNF concentration in plasma of *Pc-*infected *Ahr^+/+^* (n = 5) and *Ahr^-/-^* (n = 3) mice at 8 DPI. (**B**) Survival and (**C**) BUN levels in *Pc-*infected *Ahr^+/+^* and *Ahr^-/-^* mice (n = 4–5 per condition) after treatment with either anti-TNF neutralizing antibody or isotype control. These experiments were performed once. Figure 5—figure supplement 2—source data 1.Source data for Figure 5—figure supplement 2.

**Figure 5—figure supplement 3.**
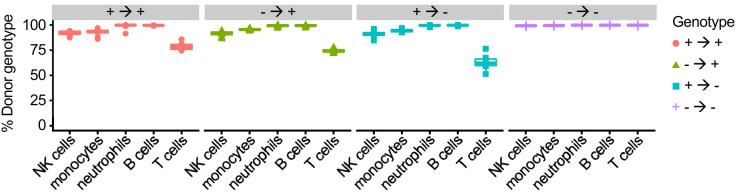
Efficiency of bone marrow transplantation measured by flow cytometry on peripheral blood 2 months after transplantation (n = 6–12 per condition). Data are representative of two independent experiments. Figure 5—figure supplement 3—source data 1.Source data for Figure 5—figure supplement 3.

### AHR is necessary in *Tek*-expressing cells to control parasitemia, plasma heme, and AKI during *Pc* infection

During *Pc* infection, the sequestration of infected RBCs to endothelial cells in the microvasculature leads to endothelial activation and disrupted barrier integrity (Miller et al., 2013). Foreign antigens in the blood interact with endothelial cells, which can promote innate and adaptive immune responses (Danese et al., 2007; Konradt and Hunter, 2018). AHR is also expressed in endothelial cells, where it regulates blood pressure and vascular development (Agbor et al., 2011; Walisser et al., 2005). Due to the intimate interactions between parasites and the endothelium, we hypothesized that AHR may be required in endothelial cells during malaria. We generated *Ahr^fl/fl^::Tek^cre/+^* mice, in which AHR is deleted in *Tek*-expressing cells, including endothelial and hematopoietic cells (Kisanuki et al., 2001; Koni et al., 2001). *Ahr^fl/fl^::Tek^cre/+^* mice were more susceptible to malaria than control *Ahr^fl/fl^* mice (Figure 6A) and had elevated parasitemia (Figure 6B). *Ahr^fl/fl^::Tek^cre/+^* mice also developed higher plasma heme and BUN than control mice (Figure 6C–D). These experiments reveal that AHR is required in *Tek-*expressing cells, and previous experiments ruled out a requirement for AHR in radiosensitive cells (Figure 5). Therefore, AHR is necessary in *Tek*-expressing, radioresistant cells for survival, control of parasitemia, and limiting AKI during *Pc* infection. Several cell types fit these criteria, including endothelial cells, pericytes, and embryonically derived tissue-resident macrophages (Kisanuki et al., 2001; Koni et al., 2001; Teichert et al., 2017). Our data cannot differentiate between these possibilities.

**Figure 6.**
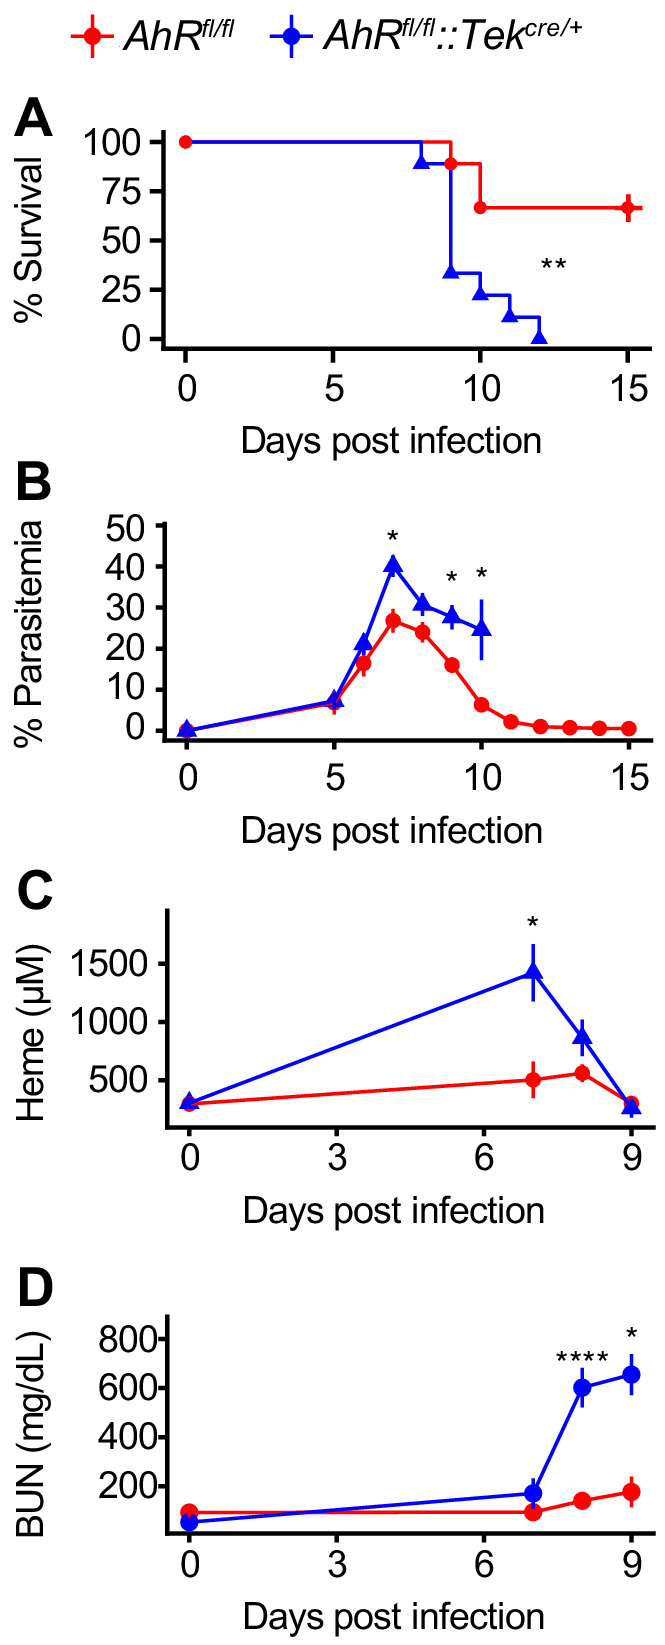
AHR is required during *Pc* infection in *Tek*-expressing cells. (**A**) Survival, (**B**) parasitemia, (**C**) plasma heme, and (**D**) BUN in *Pc*-infected *Ahr^fl/fl^* and *Ahr^fl/fl^::Tek^cre/+^* mice (n = 9 per genotype). p-Values in A were determined using a log-rank test. p-Values in B-D were determined using a two-way ANOVA with FDR correction. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001. Data are representative of two independent experiments. Figure 6—source data 1.Source data for Figure 6.

## Discussion

Altered systemic metabolism is a hallmark of infection. While several studies have dissected the roles of individual metabolic alterations and their effects on infection outcome, the impact of many metabolic changes remains unclear (Clark et al., 2013; Cumnock et al., 2018; Dionne et al., 2006; Ganeshan et al., 2019; Luan et al., 2019; Wang et al., 2018). In this study, we characterized host metabolism during infection by performing metabolomics on mouse plasma during malaria. Like others, we observed extensive reprogramming of host metabolism during infection, with the majority of measured metabolites altered during acute sickness. Mice develop anorexia during acute *Pc* infection (Cumnock et al., 2018), and we found altered energy metabolism during acute infection, such as decreases in food-derived compounds and increases in lipid subsets including glycerolipids, glycerophospholipids, and sphingolipids (Figure 1D). Compound identification in metabolomics requires known references; therefore, our dataset is biased toward well-studied compounds such as these lipid classes. Nevertheless, we identified nearly 400 metabolites of diverse functions with altered intensity during *Pc* infection.

We observed that each day of infection is marked by a unique combination of immune, metabolic, and pathological events. We propose that therapeutic interventions must be matched to the appropriate stage of infection. For example, antimalarials may be less effective than anemia-targeting interventions for a patient in the latter half of acute infection when parasitemia has dropped significantly. By linking metabolism to the pathology and immune responses occurring at each stage of infection, we developed a rich dataset that allows interrogation of links between metabolism, immune responses, and host physiology during infection.

To this end, we observed that several heme and tryptophan metabolites reached peak intensity in plasma during acute infection. These metabolites can activate AHR, an immunomodulatory transcription factor; in the absence of AHR, mice develop AKI and succumb to infection. While we hypothesized that AHR functions primarily during acute infection, *Ahr^-/-^* mice develop increased parasitemia relative to control mice as early as 4 DPI. Metabolites are likely found at different concentrations in plasma and the functionally relevant microenvironment, which may explain this discrepancy. It is also possible that AHR has distinct roles in early and acute infection, but the effects of increased parasitemia overshadow other AHR-dependent phenotypes. Although the role of kynurenine signaling via AHR is important during certain infection contexts, we observed that survival during malaria under our experimental conditions is kynurenine-independent (Figure 3—figure supplement 2D; Bessede et al., 2014). Our data suggest that survival requires AHR signaling via one or more of AHR’s other endogenous agonists.

While global loss of AHR causes aberrant immune responses, we observed that AHR is dispensable in radiosensitive cells during malaria (Brant et al., 2014); instead, AHR in *Tek-*expressing radioresistant cells is required to control parasites and plasma heme, preventing AKI and death (Figures 5–6). This phenotype may be dependent on one or more of the multiple cell types that meet these criteria, such as endothelial cells and yolk sac-derived tissue-resident macrophages. Further experimentation is warranted to more precisely identify the relevant cell type(s).

The specific mechanism linking AHR, plasma heme, and AKI is unclear. *Ahr^-/-^* mice infected with *Pc* or *P. berghei* ANKA show defects in immune responses and parasite control prior to any kidney pathology or defects in heme regulation (Figures 3 and 4, Figure 4—figure supplement 2; Brant et al., 2014). Our data suggest a role for AHR in pathogen recognition and/or innate immune responses in non-hematopoietic cells, two possibilities observed in other contexts (Di Meglio et al., 2014; Moura-Alves et al., 2014). Thus, a simple model suggests that the increased parasitemia in *Ahr^-/-^* mice leads to increased hemolysis, in turn causing heme overload and AKI; AHR only functions to control parasite load. This model attributes plasma heme increases in *Ahr^-/-^* mice solely to increased parasitemia and hemolysis, which may overlook other contributing factors. Nevertheless, if AKI is simply a function of parasitemia, hemolysis, and plasma heme, then increased parasitemia, caused by any mechanism, would also lead to AKI. Treating AKI during malaria would promote disease tolerance rather than resistance to *Plasmodium* (Ramos et al., 2019).

Alternatively, we considered a role for AHR in both pathogen control and heme metabolism. This model suggests that *Ahr^-/-^* mice have impaired heme metabolism. In fact, we observed proper expression of heme metabolism proteins in the liver and kidney of *Ahr^-/-^* mice (Figure 4—figure supplement 2C–D), although failure of infected *Ahr^-/-^* mice to upregulate *Hrg1* and *Slc40a1* in the liver may merit future study. We also did not specifically evaluate radioresistant *Tek*-expressing cells that contribute to heme metabolism, such as endothelial cells or tissue-resident macrophages (Balla et al., 1993; Petrillo et al., 2018; Soares and Hamza, 2016). Further undermining this model, *Ahr^+/-^* and *Ahr^-/-^* mice fare equivalently when treated with phenylhydrazine, a model of sterile heme overload (Figure 4—figure supplement 3). While phenylhydrazine treatment recapitulates the acute hemolysis characteristic of malaria, it does not release PAMPs, which may be an important component of the AKI observed in *Ahr^-/-^* mice. Overall, our data do not support a role for AHR in heme metabolism.

A third possibility is that AHR functions in kidney-intrinsic protection as well as pathogen control. In *Pc*-infected *Ahr^-/-^* mice, impaired kidney function precedes increased plasma heme (Figure 4B and E). This suggests that the absence of AHR may initially impair kidney function; elevated plasma heme is a result, not a cause, of kidney injury. A strength of this model is that it links heme metabolism and the production of the AHR ligands biliverdin and bilirubin to AHR activation; it also explains the elevation of plasma heme in *Pc*-infected *Ahr^-/-^* mice. Contrary to this model, however, *Ahr^flfl^::Tek^cre/+^* mice and chimeric mice with *Ahr^-/-^* radioresistant cells both develop AKI only after elevation of plasma heme (Figure 5, Figure 6, data not shown). Further studies will be crucial to understand the causal relationship between plasma heme and AKI during *Plasmodium* infection, as well as the role of AHR in tissue protection.

As our appreciation grows for the contribution of metabolic adaptation to survival of infection, an important priority is to understand the effects of the many metabolic changes that occur during infection. Recent studies have dissected the contribution of specific metabolic alterations to infection outcome (Bambouskova et al., 2018; Clark et al., 2013; Cumnock et al., 2018; Dionne et al., 2006; Ganeshan et al., 2019; Wang et al., 2016; Wang et al., 2018; Weis et al., 2017). Our longitudinal study characterized systemic host metabolism during both sickness and recovery. After observing that host-derived AHR ligands increase in concentration during acute infection, we demonstrated that AHR is critical in endothelial cells to limit parasitemia and control tissue damage during malaria, in addition to its better-established roles in immune cells. Overall, these findings suggest that AKI, a common complication of severe malaria, may be caused by heme toxicity, and that therapeutically targeting AHR and/or heme metabolism, rather than parasites, may improve malaria outcomes without driving drug resistance in *Plasmodium*. We also expect that other metabolites altered during infection have similarly important biological functions, and these relationships may be a rich area for future study.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Antibody	TruStain FcX Antibody	Biolegend	BioLegend Cat# 101319, RRID:AB_1574973	
Antibody	Mouse monoclonal CD71 PerCP/Cy5.5 (clone RI7217)	Biolegend	BioLegend Cat# 113815, RRID:AB_2565481	
Antibody	Mouse monoclonal TER-119 PE/Cy7 (clone TER-119)	Biolegend	BioLegend Cat# 116221, RRID:AB_2137789	
Antibody	Mouse monoclonal TCR γ/δ PE (clone UC7-13D5)	Biolegend	BioLegend Cat# 107507, RRID:AB_345265	
Antibody	Mouse monoclonal CD19 BV 785 (clone 6D5)	Biolegend	BioLegend Cat# 115543, RRID:AB_11218994	
Antibody	Mouse monoclonal CD3 BV 650 (clone 17A2)	Biolegend	BioLegend Cat# 100229, RRID:AB_11204249	
Antibody	Mouse monoclonal CD8a BV510 (clone 53–6.7)	Biolegend	BioLegend Cat# 100751, RRID:AB_2561389	
Antibody	Mouse monoclonal Ly-6G BV 421 (clone 1A8)	Biolegend	BioLegend Cat# 127628, RRID:AB_2562567	
Antibody	Mouse monoclonal CD4 Alexa Fluor 700 (clone RM4-5)	Biolegend	BioLegend Cat# 100536, RRID:AB_493701	
Antibody	Mouse monoclonal Ly-6C Alexa Fluor 647 (clone HK1.4)	Biolegend	BioLegend Cat# 128010, RRID:AB_1236550	
Antibody	Mouse monoclonal CD335 FITC (clone 29A1.4)	Biolegend	BioLegend Cat# 137606, RRID:AB_2298210	
Antibody	Mouse monoclonal CD11b APC-eFluor 780 (clone M1/70)	Thermo Fisher Scientific	Thermo Fisher Scientific Cat# 47-0112-82, RRID:AB_1603193	
Antibody	Mouse monoclonal CD41 BUV395 (clone MWReg30)	BD Biosciences	BD Biosciences Cat# 565980, RRID:AB_2739432	
Antibody	Human monoclonal Heme Oxygenase 1 (clone EP1391Y)	Abcam	Abcam Cat# ab52947, RRID:AB_880536	(1:2000 dilution)
Antibody	Mouse monoclonal Ferritin Heavy Chain (clone EPR18878)	Abcam	Abcam Cat# ab183781	(1:2000 dilution)
Antibody	Mouse monoclonal DMT1 antibody	Abcam	Abcam Cat# ab55735, RRID:AB_2239227	(1:400 dilution)
Antibody	Mouse polyclonal HCP1/PCFT antibody	Abcam	Abcam Cat# ab25134, RRID:AB_2270597	(1:1000 dilution)
Antibody	Mouse monoclonal β-Actin (clone AC-15)	Sigma Aldrich	Sigma-Aldrich Cat# A1978, RRID:AB_476692	(1:2000 dilution)
Antibody	Rabbit polyclonal IgG HRP	GE Healthcare	GE Healthcare Cat# GENA934, RRID:AB_2722659	(1:10,000 dilution)
Antibody	Mouse polyclonal IgG HRP	Bio-Rad	Bio-Rad Cat# 170–6516, RRID:AB_11125547	(1:3000 dilution)
Antibody	Mouse polyclonal CD45.2 PerCP-Cy5.5 (clone 104)	Thermo Fisher Scientific	Thermo Fisher Scientific Cat# 45-0454-82, RRID:AB_953590	
Antibody	Mouse monoclonal NK-1.1 FITC (clone PK136)	Biolegend	BioLegend Cat# 108705, RRID:AB_313392	
Antibody	Mouse monoclonal CD11c PE-Cy7 (clone N418)	Thermo Fisher Scientific	Thermo Fisher Scientific Cat# 25-0114-82, RRID:AB_469590	
Antibody	Mouse monoclonal CD45.1 PE (clone A20)	Biolegend	BioLegend Cat# 110707, RRID:AB_313496	
Antibody	Mouse monoclonal Ly6G (clone 1A8)	Bio X Cell	Bio X Cell Cat# BE0075-1, RRID:AB_1107721	
Antibody	Rat monoclonal IgG2a, (clone 2A3)	Bio X Cell	Bio X Cell Cat# BE0089, RRID:AB_1107769	
Antibody	Mouse monoclonal TNFα (clone XT3.11)	Bio X Cell	Bio X Cell Cat# BE0058, RRID:AB_1107764	
Antibody	Rat monoclonal IgG1 (clone HRPN)	Bio X Cell	Bio X Cell Cat# BE0088, RRID:AB_1107775	
Chemical compound, drug	Formic acid, reagent grade,≥95%	Sigma Aldrich	Cat. F0507-100ML	
Chemical compound, drug	Hemin	Sigma Aldrich	Cat. H9039	
Chemical compound, drug	Phenylhydrazine, 97%	Sigma Aldrich	Cat. P26252-100G	
Chemical compound, drug	L-Tryptophan	Sigma Aldrich	Cat. T0254	
Chemical compound, drug	Tryptophan-d5	Medical Isotopes	Cat. D34384	
Chemical compound, drug	L-Kynurenine	Sigma Aldrich	Cat. K8625	
Chemical compound, drug	L-Kynurenine-d4	Medical Isotopes	Cat. D37563	
Chemical compound, drug	3-Hydroxy-DL-kynurenine	Sigma Aldrich	Cat. H1771	
Chemical compound, drug	3-Hydroxy-DL-kynurenine-d3	Medical Isotopes	Cat. D34384	
Chemical compound, drug	Kynurenic acid	Sigma Aldrich	Cat. 67667	
Chemical compound, drug	Kynurenic acid-3,5,6,7,8-d5	Sigma Aldrich	Cat. 793477	
Chemical compound, drug	2,3-Pyridinedicarboxylic acid	Sigma Aldrich	Cat. P63204	
Chemical compound, drug	Quinolinic Acid-d3	Medical Isotopes	Cat. D18880	
Commercial assay or kit	Bilirubin Assay Kit	Sigma Aldrich	Cat. MAK126-1KT	
Commercial assay or kit	ALT Activity Assay	Sigma Aldrich	Cat. MAK052-1KT	
Commercial assay or kit	Bioassay Systems Urea Assay Kit	Fisher Scientific	Cat. 50-107-8333	
Commercial assay or kit	TruSeq RNA Library Prep Kit v2	Illumina	Cat. RS-122–2001	
Commercial assay or kit	TNF alpha Mouse ELISA Kit	Thermo Fisher Scientific	Thermo Fisher Scientific Cat# BMS607/3, RRID:AB_2575663	
Genetic reagent (*Mus musculus*)	*Ahr^-/-^* mice	Taconic	Cat. 9166, RRID:IMSR_TAC:9166	
Genetic reagent (*M. musculus*)	*Ahr^+/+^* mice	Taconic	Cat. B6, RRID:IMSR_TAC:b6	
Genetic reagent (*M. musculus*)	*Ido1^-/-^* mice	Jax	Cat. 005867, RRID:IMSR_JAX:005867	
Genetic reagent (*M. musculus*)	C57BL/6J mice	Jax	Cat. 000664, RRID:IMSR_JAX:000664	
Genetic reagent (*M. musculus*)	*AhR^fl/fl^* mice	Jax	Cat. 006203, RRID:IMSR_JAX:006203	
Genetic reagent (*M. musculus*)	*Tek^cre/+^* mice	Jax	Cat. 004128, RRID:IMSR_JAX:004128	
Genetic reagent (*M. musculus*)	CD45.1 mice	Taconic	Cat. 4007, RRID:IMSR_TAC:4007	
Genetic reagent (*M. musculus*)	C57BL/6NCrl mice	Charles River	Cat. 027, RRID:IMSR_CRL:027	
Genetic reagent (*Plasmodium chabaudi*)	Plasmodium chabaudi AJ	Malaria Research and Reference Reagent Resource Center	Cat. MRA-756	
Commercial assay or kit	Bilirubin Assay Kit	Sigma Aldrich	Cat. MAK126-1KT	
Commercial assay or kit	RNeasy Mini kit	Qiagen	Cat. 74104	
Commercial assay or kit	Rnase-Free Dnase	Qiagen	Cat. 79256	
Commercial assay or kit	SuperScript III First-Strand synthesis system	Fisher Scientific	Cat. 18-080-051	
Commercial assay or kit	FastStart Universal SYBR Green Master (Rox)	Sigma Aldrich	Cat. 04913850001	
Software, algorithm	FlowJo 10.0.8r1	Tree Star	https://www.flowjo.com/solutions/flowjo	
Software, algorithm	R v3.4.0	R	https://www.r-project.org/	
Software, algorithm	ggplot2 v3.1.0	ggplot2	https://github.com/tidyverse/ggplot2	

### Mice

Mice were housed in the Stanford Research Animal Facility according to Stanford University guidelines. The Stanford Administrative Panel on Laboratory Animal Care approved all mouse experiments. Female mice were used unless otherwise indicated. C57BL/6N mice were from Charles River Laboratories were used for the cross-sectional metabolomics experiment. *Ahr^-/-^* mice were originally obtained from Taconic (C57BL/6-*Ahr^tm1.2Arte^*; 9166) and crossed with *Ahr^+/+^* mice (C57BL/6NTac; B6-F) to generate *Ahr^+/-^* mice. *Ahr^+/-^* x *Ahr^+/-^* crosses produced *Ahr^+/+^*, *Ahr^+/-^*, and *Ahr^-/-^* mice. For higher yields of *Ahr^-/-^* mice, *Ahr^+/-^* females were crossed to *Ahr^-/-^* males. Female *Ido1^-/-^* and *Ido1^+/+^* mice were obtained from Jax (B6.129-*Ido1^tm1Alm^*/J; 005867 and C57BL/6J; 000664).

*Ahr^fl/fl^::Tek^cre/+^* mice were generated by crossing C57BL/6J *Ahr^fl/fl^* mice (*Ahr^tm3.1Bra^*/J; 006203) (Walisser et al., 2005) and C57BL/6J *Tek^cre/+^* mice (B6.Cg-Tg(Tek-cre)12Flv/J; 004128) (Koni et al., 2001). Only male *Tek^cre/+^* mice were used for breeding.

### Infections

Age-matched littermates were separated by genotype and infected at 8–12 weeks old unless otherwise indicated. All *Plasmodium chabaudi* AJ strain parasites were obtained from the Malaria Research and Reference Reagent Resource Center (MR4) and were tested for contaminating pathogens prior to use. Female passage mice were given intraperitoneal (IP) injections of frozen stocks of *Pc*-infected RBCs (iRBCs). To measure parasitemia, 2 μl tail blood was collected via tail nicking of restrained mice using sterilized surgical scissors. A thin blood smear was prepared on microscope slides (Globe Scientific 1324), fixed in methanol (Fisher Scientific A454SK-4), and stained with Giemsa (Thermo Fisher Scientific 10092013), and the percentage of iRBCs was counted at 100x magnification. An additional 2 μl blood was diluted in 1 ml of Hanks' Balanced Salt Solution (Fisher Scientific 14185052) to count the number of RBCs/μl blood. Absolute counts were obtained on an Accuri C6 flow cytometer using forward and side scatter. Once parasitemia reached 10–20% (7–9 days), 10^5^ freshly obtained iRBCs diluted in sterile Krebs saline with glucose (KSG; 0.1 M NaCL, 4.6 mM KCl, 1.2 mM MgSO_4_*7 _H_20, 0.2% glucose (w/v), pH 7.4) were IP injected into experimental animals. Uninfected control animals were injected with KSG alone.

### Cross-sectional infection

Age-matched C57BL/6N mice were purchased from Charles River Laboratories and infected as one cohort. Five infected mice were sacrificed every day post-infection, five uninfected mice were sacrificed on 0 dpi, and two uninfected mice were sacrificed on days 5, 8, 10, 12, 15, 19, and 25 (a total of 19 uninfected samples across infection). Sample collection was performed as follows: After the collection of 4 μl of blood were collected from each animal (2 μl for thin blood smears and 2 μl for RBC counts), animals were euthanized by CO_2_ inhalation per Stanford University guidelines. Blood was then collected via cardiac puncture into 100 μl of 0.5 M EDTA, pH 8.0. Some of this blood was used for flow cytometry analysis (~5–12 μl), and the remainder was spun for 5 min at 1000 x g to collect plasma for ALT quantification, Luminex, and metabolomics analysis. All samples were stored at −80°C for later processing.

### Metabolomics and analysis

100 μl of plasma were sent to Metabolon (http://www.metabolon.com), which performed a combination of gas and liquid chromatography techniques combined with mass spectrometry (GC/LC-MS). A table of 587 detected metabolites was returned with the raw area count, which were normalized by dilution and rescaled to set the median equal to 1 (‘scaled intensity’). Median fold change (MFC) for each metabolite at each timepoint was calculated relative to the median value of uninfected day 0 samples. Next, the greatest magnitude MFC was identified for each metabolite, and metabolites with absolute value MFC <2 were removed from further analysis. Lastly, 364 significantly changed metabolites were identified by comparing the time point with the greatest magnitude MFC to the day 0 time point (adjusted p-value<0.05 by t-test with FDR correction).

### Luminex

This assay was performed in the Human Immune Monitoring Center at Stanford University. Mouse 38-plex kits were purchased from eBiosciences/Affymetrix and used according to the manufacturer’s recommendations with modifications as described below. Briefly, beads were added to a 96-well plate and washed in a Biotek ELx405 washer. 60 μl of plasma per sample were submitted for processing. Samples were added to the plate containing the mixed antibody-linked beads and incubated at room temperature for one hour followed by overnight incubation at 4°C with shaking. Cold and room temperature incubation steps were performed on an orbital shaker at 500–600 rpm. Following the overnight incubation, plates were washed as above and then a biotinylated detection antibody was added for 75 min at room temperature with shaking. Plates were washed as above and streptavidin-PE was added. After incubation for 30 min at room temperature a wash was performed as above and reading buffer was added to the wells. Each sample was measured as singletons. Plates were read using a Luminex 200 instrument with a lower bound of 50 beads per sample per cytokine. Custom assay control beads by Radix Biosolutions were added to each well. Each cytokine was normalized to its median value on each plate. Significance was calculated by comparing each infected timepoint to values from uninfected mice across infection.

### Flow cytometry

In experiments assessing general immune cell classes in the blood, approximately 10 million cells were plated in FACS buffer (PBS, 0.2% fetal bovine serum (Sigma), 5 mM EDTA). Prior to staining, the cells were incubated in TruStain FcX amntibody (Biolegend) for at least 5 min at 4°C. A cocktail containing the Live/Dead Fixable Blue stain (Fisher L34962) and antibodies against the following antigens was added to the blocked cells: CD71 PerCP-Cy5.5 (clone RI7217), TER-119 PE-Cy7 (TER-119), TCRγδ PE (UC7-13D5), CD19 Brilliant Violet (BV) 785 (6D5), CD3 BV650 (17A2), CD8 BV510 (53–6.7), Ly6G BV421 (1A8), CD4 Alexa Fluor 700 (GK1.5), Ly6C Alexa Fluor 647 (HK1.4), CD335 FITC (29A1.4) (all from Biolegend); CD11b Alexa 780 (M1/70, eBioscience); CD41 BUV395 (MWReg30, BD Biosciences). All stains were performed for 12–15 min at 4°C. 5 μl of CountBright counting beads (Invitrogen) were added to each samples such that absolute counts per μl of blood could be back calculated. Data were acquired on an LSR Fortessa (BD Biosciences) and analyzed using FlowJo 10.0.8r1 (Tree Star). Significance was calculated by comparing each infected timepoint to values from uninfected mice across infection.

### Mass spectrometry

The analytes were tryptophan (TRP), kynurenine (KYN), 3-hydroxykynurenine (3HK), kynurenic acid (KA), and quinolinic acid (QA) and the internal standards were tryptophan-d5 (TRP-d5), kynurenine-d4 (KYN-d4), 3-hydroxykynurenine-d3 (3HK-d3), kynurenic acid-d5 (KA-d5), quinolinic acid-d3 (QA-d3).

Individual analyte primary stock solutions (10 mM) were prepared in DMSO (KYN, KA); 0.1% formic acid in water (TRP, QA); or 0.45 N HCl in 0.1% formic acid water (3HK). Intermediate stock solution consisting of five analytes: TRP; KYN; KA; 3HK; QA, was prepared from individual primary stock solutions. This intermediate stock solution was serially diluted with 0.1% formic acid/0.02% L-ascorbic acid in water to obtain a series of standard working solutions which were used to generate the calibration curve. Standard working solutions were prepared freshly for sample analysis. Calibration curves were prepared by spiking 10 µl of each of the standard working solutions into 50 µl of PBS/0.02% ascorbic acid followed by addition of 10 µl internal standard solution consisting of five analytes (25 µM TRP-d5; 5 µM KYN-d4, 3HK-d3, KA-d5; 7.5 µM QA-d3). Because of interference due to endogenous tryptophan and metabolites, calibration curves were not prepared in the same matrix (plasma) as the study samples. Blank charcoal stripped plasma still contained quantifiable amounts of tryptophan and metabolites. A calibration curve was prepared fresh with each set of samples. Calibration curve ranges: for KYN and KA, 1 nM to 10 µM; for 3HK, 2.5 nM to 10 µM; for QA, 5 nM to 10 µM; for TRP, 10 nM to 200 µM.

Fifty µl aliquots of plasma were used for analysis. 10 µl internal standard solution was added to 50 µl plasma aliquot followed by vortexing. 200 µl ice cold solution of methanol/1% acetic acid/0.02% L-ascorbic acid was added to the sample, followed by vortexing, then centrifugation. Supernatant was transferred to a new vial, evaporated to dryness under nitrogen, reconstituted in 50 µl 0.1% formic acid/0.02% ascorbic acid in water and analyzed by LC-MS/MS. L-ascorbic acid and evaporation under nitrogen (N_2_) gas were used to prevent oxidation. For QA determination, standard samples and plasma samples were diluted 10-fold with 0.1% formic acid/0.02% ascorbic acid in water and 10 µl injected to LC-MS/MS.

All analyses were carried out by positive electrospray LC-MS/MS using an LC-20AD_XR_ Prominence liquid chromatograph and 8030 triple quadrupole mass spectrometer (Shimadzu). HPLC conditions: Atlantis T3 2.1 × 100 mm, 3 µm particle size column was operated at 45°C at a flow rate of 0.25 mL/min. Mobile phases consisted of A: 0.2% formic in water and B: 0.2% formic acid in acetonitrile. Elution profile: initial hold at 0% B for 1 min, followed by a gradient of 0–30% in 6 min, then 30–95% in 2 min, equilibrating back to 0% B; total run time was 13 min. Injection volume was 10 μl.

Selected reaction monitoring (SRM) was used for quantification. Analyte mass transitions were as follows: TRP: m/z 205.0 → m/z 146.0 (quantifier) and m/z 205.0 → m/z 118.0 (qualifier); KYN: m/z 209.0 → m/z 94.1 (quantifier) and m/z 209.1 → m/z 146.0 (qualifier); 3HK: m/z 225.0 → m/z 208.1 (quantifier) and m/z 225.0 → m/z 110.1 (qualifier); KA: m/z 189.9 → m/z 89.1 (quantifier) and m/z 189.9 → m/z 116.1 (qualifier); QA: m/z 167.9 → m/z 78.1 (quantifier) and m/z 167.9 → m/z 105.9 (qualifier). For internal standards: TRP-d5: m/z 210.0 → m/z 150.1; KYN-d4: m/z 213.0 → m/z 98.2; 3HK-d3: m/z 228.0 → m/z 111.1; KA-d5: m/z 195.0 → m/z 121.1; QA-d3: m/z 170.9 → m/z 81.1. Dwell time was 20–30 ms.

Quantitative analysis was done with LabSolutions LCMS software (Shimadzu) using an internal standard approach. Calibration curves were linear (R > 0.99) over the concentration range using a weighting factor of 1/X^2^ where X is the concentration. The back-calculated standard concentrations were ±15% from nominal values, and ±20% at the lower limit of quantitation (LLOQ).

### Longitudinal infection monitoring

Sampling was performed as described previously (Cumnock et al., 2018; Torres et al., 2016) between 7AM-12PM. Temperature was measured by rectal probe (Physitemp Instruments Inc BAT-12 and World Precision Instruments RET-3) and was recorded daily with weight. Mice were restrained and approximately 16 μl of tail blood was collected as described above. Thin blood smears were generated using 2 μl blood, and parasitemia and RBCs/μl blood were measured as described above. Parasite density was calculated by multiplying the percent parasitemia from the blood smears by the daily RBC counts. An additional 12 μl blood was collected for other purposes. Tails were bled gently to prevent hemolysis from pressure. Age-matched mice were sampled as described except that only 4 μl blood was collected (2 μl for parasitemia, 2 μl for measuring anemia).

### Histology

Mice were euthanized and portions of liver, kidney, lung, and spleen were harvested for histology, fixed in 10% formalin (VWR 50-420-850), routinely processed, embedded in paraffin, sectioned, and stained with hematoxylin and eosin and Perls Prussian blue as indicated. Blinded slides were evaluated by a veterinary pathologist using an Olympus BX43 upright brightfield microscope. Photomicrographs were captured using an Olympus DP27 camera and the Olympus cellSens software.

### RNA isolation and qRT-PCR

Mice were euthanized at the indicated timepoints. When indicated, perfusion was performed by cutting the vena cava and slowly introducing 10 ml of cold PBS into circulation via the heart. Tissues were dissected, snap-frozen in liquid nitrogen, and transferred to −80°C. RNA was isolated from thawed tissue (30–50 mg) using the RNeasy Mini kit (Qiagen 74104) and treated with DNAse (Qiagen 79256). cDNA was synthesized from 1 μg of RNA using SuperScript III First-Strand synthesis system (Fisher Scientific 18-080-051). Transcripts were amplified using FastStart Universal SYBR Green Master (Rox; Millipore Sigma 04913850001) and gene-specific primers (Table 1).

**Table 1.** qRT-PCR primers used in this study.

Gene	Forward primer	Reverse primer	Source
*Hp*	GCTATGTGGAGCACTTGGTTC	CACCCATTGCTTCTCGTCGTT	PrimerBank 8850219a1
*Hpx*	AGCAGTGGCGCTAAATATCCT	CCATTTTCAACTTCGGCAACTC	PrimerBank 23956086a1
*Hrg1*	GACGGTGGTCTACCGACAAC	TCCTCCAGTAATCCTGCATGTA	PrimerBank 13385856a1
*Hmbs*	AAAGTTCCCCAACCTGGAAT	CCAGGACAATGGCACTGAAT	
*Hmox1*	AAGGAGGTACACATCCAAGCCGAG	GATATGGTACAAGGAAGCCATCACCAG	Ramos et al., 2019
*Fth*	CCATCAACCGCCAGATCAAC	GCCACATCATCTCGGTCAAA	Ramos et al., 2019
*Mfsd7b*	TCTTCAGCCTTTACTCGCTGG	GAAGTCCTCGAACACGTTGCT	PrimerBank 124486924 c1
*Mfsd7c*	GGAGAAAGCGATTAGAGAAGGC	CTGATGGCTGCATTTCACAGT	PrimerBank 26340226a1
*Slc40a1*	TGCCTTAGTTGTCCTTTGGG	GTGGAGAGAGAGTGGCCAAG	Ramos et al., 2019
*Tfrc*	GTTTCTGCCAGCCCCTTATTAT	GCAAGGAAAGGATATGCAGCA	PrimerBank 11596855a1
*Msp1*	ACTGAAGCAACAACACCAGC	GTTGTTGATGCACTTGCGGGTTC	Cheesman et al., 2006
*Havcr1*	TGGTTGCCTTCCGTGTCTCT	TCAGCTCGGGAATGCACAA	Kulkarni et al., 2014
*Lcn2*	TGGCCCTGAGTGTCATGTG	CTCTTGTAGCTCATAGATGGTGC	PrimerBank 1019908a1
*Arbp0*	CTTTGGGCATCACCACGAA	GCTGGCTCCCACCTTGTCT	Ramos et al., 2019

### Western blotting

Dissected tissues were snap-frozen in liquid nitrogen and transferred to −80°C. Approximately 100 mg of tissue was homogenized in RIPA buffer (50 mM Tris pH 8.0, 150 mM NaCl, 0.1% SDS (w/v), 0.5% sodium deoxycholate (w/v), 1% Triton X-100 (v/v)) with 1X protease inhibitors (Millipore Sigma 11836170001). Total protein content was measured by Bradford (Fisher Scientific PI23200) and 25 μg protein was diluted in 1X Laemmli Sample Buffer (Bio-Rad 1610747) containing β-mercaptoethanol. Samples were incubated at 95°C for 5 min, separated by SDS-PAGE on 4–12% polyacrylamide gels (Thermo Fisher Scientific NP0323BOX) and transferred to PVDF membranes (Bio-Rad 1704156) using the TransBlot Turbo System (Bio-Rad). Membranes were blocked in 5% nonfat milk dissolved 1X PBS (1 g NACl,. 2 g KCl, 1.44 g Na_2_HPO_4_ dibasic,. 24 g KH_2_PO_4_ monobasic dissolved in 1 L water, adjusted pH to 7.4 and autoclaved) containing 0.1% Tween-20 (Millipore Sigma P1379) at room temperature for 1 hr. Membranes were incubated with primary antibodies against HO-1 (Abcam ab52947, 1:2000), FTH (Abcam ab183781, 1:2000), DMT1 (Abcam ab55735, 1:400), HCP1 (Abcam ab25134, 1:1000), and β-Actin (Sigma A1978, 1:2000) overnight at 4°C, washed with PBST, and incubated with anti-rabbit IgG-HRP (Sigma GENA934, 1:10,000) or anti-mouse IgG-HRP (Bio-Rad 1706516, 1:3000) for 1 hr at room temperature. Membranes were again washed with PBST and HRP signal was detected using SuperSignal West Femto Chemiluminescent Substrate (Fisher Scientific PI34095) on a ChemiDoc imager (Bio-Rad).

### Quantification of tissue injury markers and plasma compounds

Blood from cardiac punctures or tail bleeds were processed into plasma as described above. In the cross-sectional infection experiment, ALT was measured on a Dimension Xpand analyzer (Siemens). A medical technologist performed all testing and reviewed all data. For all other experiments, bilirubin, ALT, and BUN were measured using kits (bilirubin by Millipore Sigma MAK126-1KT, ALT by Millipore Sigma MAK052-1KT, and BUN by Fisher Scientific 50-107-8333). Plasma samples for bilirubin were collected in the dark and measured within 5 hr to minimize UV degradation (Rehak et al., 2008). Heme in plasma and urine were measured as described previously (Ramos et al., 2019). Plasma and urine were diluted between 1:1000 and 1:25 in water. 150 μl formic acid (Millipore Sigma F0507-100ML) was added and absorbance was measured at 405 nm. Urine samples were also measured at 355 nm and background absorbance was corrected using the formula λ_405_nm = λ_405_nmx (λ_405_nm/λ_355_nm). Absorbance was compared to a standard curve of hemin (Millipore Sigma H9039-1G) at 0,. 5, 1, 5, 10, and 20 uM. Day 0 samples were excluded from heme analyses if visual inspection revealed hemolysis caused by the bleeding process; this did not occur on subsequent bleeding. Values from cardiac puncture blood were corrected for the percentage of EDTA in the total volume of the cardiac puncture.

### Bone marrow chimeras

CD45.1 *Ahr^+/+^* (B6.SJL-*Ptprc^a^*/BoyAiTac; 4007 F), CD45.2 *Ahr^+/+^* (C57BL/6NTac; B6-F), and CD45.2 *Ahr^-/-^* mice were lethally irradiated (2 × 6 Gy, 6 hr apart) at 5–7 weeks of age. Bone marrow from donor CD45.1 *Ahr^+/+^* and CD45.2 *Ahr^-/-^* mice was delivered by tail vein injection 1 hr after the second radiation dose. Mice were maintained for 2 weeks on autoclaved food and water containing 2 mg/ml neomycin sulfate (VWR 89149–866) and 1000 U/ml polymyxin B (Millipore Sigma P4932-5MU). Bone marrow engraftment was assessed 8 weeks after transplantation by processing 10 μl of tail vein blood as described above and staining with Live/Dead Fixable Blue stain (Fisher L34962) and the following antibodies: CD45.2 PerCP-Cy5.5 (Fisher/Invitrogen 45-0454-80), NK-1.1 FITC (Biolegend 108706), CD11c PE-Cy7 (Fisher/Invitrogen 25-0114-82), CD45.1 PE (Biolegend 110707), CD19 BV 785 (Biolegend 115543), CD3 BV 650 (Biolegend 100229), CD8a BV 510 (Biolegend). Mice were infected 9 weeks after transplantation. Sampling was performed as described in Longitudinal infection monitoring with the following modification: 12 μl of blood for BUN and heme quantification was collected on day 0, and 7–9 only. Flow panel used for validation.

### Phenylhydrazine treatment

Phenylhydrazine (Sigma Aldrich P26252-100G) was dissolved in sterile PBS immediately before treatment. Mice were I.P. injected with 0.1 mg/g phenylhydrazine in 100 μl.

### RNA-seq

Liver RNA was purified using TRIzol (Fisher 15596026). cDNA libraries were prepared using a TruSeq RNA Library Prep Kit v2 (Illumina RS-122–2001) with 500 ng RNA as input. A HiSeq 4000 (Illumina) was used for sequencing, with a paired-end sequencing length of 75 bp. Sequencing data can be accessed at GSE 150268.

### Neutrophil depletion

Mice were IP injected with 250 μg of either anti-Ly6G clone 1A8 (Bio X Cell BE0075-1) or IgG2a isotype control (Bio X Cell BE0089) in 100 μl of sterile PBS on 5, 6, and 7 DPI. Each day, approximately 16 μl of tail blood was collected for assorted analyses, including flow cytometry as described above. Because treatment with Ly6G interferes with detection of neutrophils, we defined neutrophils as CD11b^hi^Ly6C^int^Ly6G^+^ using a gating strategy as described previously (Shi et al., 2011).

### TNF neutralization

Plasma TNF was measured by ELISA (Fisher BMS607-3). To neutralize TNF, mice were IP injected with 500 μg anti-TNF clone XT3.11 (Bio X Cell BP0058) or IgG1 isotype control (Bio X Cell BE0088) in 100 μl of sterile PBS on 7 DPI.

## Data Availability

Sequencing data have been deposited in GEO under accession code GSE150268. Untargeted metabolomics data are included in the manuscript and supporting files. The following dataset was generated: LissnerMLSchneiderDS2020Liver transcriptomics during malariaNCBI Gene Expression OmnibusGSE150268

How the deposited data were processed for this re-analysis (not part of the article)

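The paper followed *P. chabaudi* infection in mice and sequenced liver RNA of 8 uninfected and 16 infected mice. The 24 libraries were assigned to their day and infection status by the sample labels and the paper's source data. The columns of the table are numbered from 0 within each group and the sample labels from 1, so a column was tied to its group and not to a numbered mouse. The numbering of the table is used throughout, and 0 columns were left unused.

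The authors deposited FPKM, that is, values they had already normalized to transcript length and sequencing depth. The aligner, the program that estimated the values, the annotation and the genome build are not given in the sources used here, and no coordinates are printed for that reason. Of the 24346 gene symbols, 23143 are current symbols in the RefSeq annotation of GRCm38.p6 and 1099 are older symbols of its genes. That annotation was used for names alone.

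Depth was estimated from the table. In genes with single transcripts in the GENCODE annotation, FPKM of 1 fragment depends on the transcript length, for which a fragment length of 200 bases was assumed, and on the number of fragments in the library. The steps of 2927 genes below 0.5 FPKM in every library gave the relative depths, and both ways of estimating them differed by a median of 0.0012 on the log2 scale. The estimates ranged from 2.37 to 24.9 M fragments, with a median of 10.3 M for uninfected and 9.95 M for infected mice. They are not the authors' counts, and no count model was fitted. Among abundant genes with a median above 50 FPKM, 4 of 1400 are listed at 0 in at least 1 library, so a gene at 0 is reported as listed at 0. The FPKM of a library sum to between 475405 and 854903.

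Values were tested on the scale log2(FPKM + 1) with limma 3.58.1 in R 4.3.3, using eBayes with a trend on mean expression, over the 14905 genes with a mean of at least 0.1 FPKM over all libraries. The 6 groups were the uninfected mice and the infected mice of each of the 5 days. Contrasts compared the mean of the infected days, and each day, with the uninfected mice, as the paper compares each infected time point with all uninfected values. A further contrast, with the uninfected mice of each day as separate groups, compared the effect on 8 DPI with that on 10 DPI. P-values were adjusted by the Benjamini-Hochberg method within each contrast. A gene was counted as changed at an adjusted p under 0.05 and an absolute log2 change of at least 1, and for named genes the adjusted p alone was used. The paper's two-way ANOVA with FDR correction was not rerun.

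Genes were named by a rule: the 11 genes the paper plots from these libraries, 8 heme metabolism genes that the paper measured in liver by qRT-PCR, 7 AHR battery genes, and the 5 largest rises and 5 largest falls among changed genes that moved the same way in every infected library. The values of the 11 plotted genes had been seen in the paper's source data. The AHR battery gene *Ahrr* was below the filter and was not tested.

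The score of a gene list is the mean log2(FPKM + 1) over its genes in a library. There were 19 lists: AHR battery, AHR battery without *Ahr* and P450 of hepatocytes, other hepatic P450, heme handling, acute phase, interferon response, erythroid, cell cycle, hepatocyte, B cell and spleen, T cell, macrophage and Kupffer cell, neutrophil, lung, intestine, muscle and heart, fat, brain and kidney. No kidney gene reached the filter, which left 18 lists with a score. Scores were compared between infected and uninfected libraries with two-sided exact permutation tests over 735471 splits, adjusted over the 18 lists. Permutations and summaries used Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and plots matplotlib 3.10.9.

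The fits were tested on simulated data in which 200 of the 14905 genes were changed by 1.5 to 2 on the log2 scale, in genes with a base value of at least 1 on that scale. For the mean of the infected days 96% of them were recovered with 4 false calls. By day, 82% were recovered on 7 DPI, 90% on 8 DPI, 83.5% on 9 DPI, 89.5% on 10 DPI and 82.5% on 11 DPI. The simulated noise was normal, with the residual spread of each gene and equal in all libraries, so no single library was aberrant. These percentages are over all genes drawn. They do not give the recovery of plotted genes with a wide spread, such as *Tdo2* and *Haao* (standard errors 1.27 and 1.05 on 7 DPI). For the difference between the effects on 8 and 10 DPI, 59% were recovered with 8 false calls.

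The groups, tests, thresholds, naming rule, gene lists and 14 alternatives, besides leaving out each of the 24 libraries in turn, were chosen before the data were examined. The alternatives were pseudocounts of 0.1 and 0.01, no filter, a filter of mean FPKM of at least 1, rescaling to the same FPKM total, scaling by median ratios, quantile normalization, eBayes without trend, robust eBayes, untransformed FPKM, the uninfected mice of 0 DPI or those of 8 and 10 DPI as the only controls, uninfected mice pooled over days for the difference between 8 and 10 DPI, and the adjusted p alone as threshold. After the values were seen, 3 were added, namely rescaling without *Alb*, lists without *Alb*, and list scores without infected library number 2 on 10 DPI on the same genes. Otherwise the filter is redrawn when a library is left out. No replicate block was fitted, since each library came from a different mouse.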

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

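The tests of explanations given here were all chosen after the results were seen; the gene lists and the comparisons of list scores were not. A library was singled out when its gap to the nearest other library of its group exceeded Dixon's critical value, which chance does in about 1 in 20 groups. Of 220 such tests, each of 1 gene, list or total in 1 group, 31 singled out a library, 22 of them for infected library number 2 on 10 DPI.

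Infected library number 2 on 10 DPI lay far from the other 4 libraries of its day. It had 0.893 FPKM of *Tdo2*, 0.101 of *Aadat*, 0.280 of *Kmo*, 0.622 of *Haao*, 14.6 of *Hp*, 16.1 of *Hpx*, 17.0 of *Slc48a1*, 72.9 of *Slc40a1*, 0.308 of *Cyp1a2*, 4.27 of *S100a9* and 2.20 of *Gzmb*. Its list scores were 1.51 for the AHR battery, 0.95 for other hepatic P450, 4.95 for heme handling, 2.98 for acute phase, 3.27 for hepatocyte, 2.39 for macrophage and Kupffer cell, 0.74 for neutrophil, 6.55 for intestine, 1.90 for muscle and heart and 1.96 for brain genes. Its FPKM sum to 475405, the lowest total of the table. The 14 hepatocyte genes other than *Alb* were at a median of 0.217% of their level in the other libraries of that day. The tables argue against low depth, since 24.9 M fragments is the highest estimate, and against a factor on the whole library, since its upper quartile of 6.40 FPKM lies within the range of the others. A loss of hepatocytes within a liver is argued against by the macrophage and Kupffer cell score of 2.39, when the lowest other library had 4.77. Abundant intestinal transcripts were present, with 5178 FPKM of *Lypd8*, 3379 of *Guca2a*, 2111 of *Car1*, 1972 of *Zg16* and 1858 of *Tff3*. RNA from intestine in place of liver is a candidate explanation for these values. The intestine list was fixed before the data were examined. Its score of 6.55 is itself among the values that singled this library out, so it is not a separate test. Of the 8 intestine genes scored, 4 exceed 1 FPKM in uninfected livers. Whether tissue, tube or label was exchanged stays open. A swap of labels with another library of the table would move the profile and leave no second one, so the highest intestine score elsewhere, 2.42, does not decide it.

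Uninfected library number 1 on 8 DPI had 0.998 FPKM of *Ido1*, the highest uninfected value, and an intestine score of 2.42. In 45 intestinal genes, chosen after their values were seen for at least 100 FPKM in infected library number 2 on 10 DPI and a median under 0.5 elsewhere, it held a median of 1.23% of the level of that library. Infected libraries number 4 on 10 DPI (0.729%), number 1 on 7 DPI (0.616%) and number 1 on 10 DPI (0.219%) also held some. A share of intestinal RNA is a candidate explanation for the intestinal transcripts. For *Ido1* such a share gives 0.0465 FPKM, below the value seen, but the profile of intestinal RNA is known from 1 library, so a share of RNA with more *Ido1* and *Ido1* expression in the liver cannot be told apart.

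The other libraries singled out each carried 1 such value. They were uninfected library number 2 on 0 DPI with 0.574 FPKM of *Mfsd7b*, number 1 on 0 DPI with 4.45 FPKM of *Ccl8* and number 3 on 0 DPI with an interferon response score of 3.35. Among infected libraries, number 1 on 8 DPI had 1.41 FPKM of *A1bg*, number 3 on 8 DPI an acute phase score of 11.7, number 0 on 8 DPI a fat score of 1.89, and number 1 on 10 DPI a score of 2.02 for the AHR battery without *Ahr* and P450 of hepatocytes. Outside infected library number 2 on 10 DPI there were 9 such values in the 220 tests, and no explanation was tested for the values in this paragraph.

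The paper does not analyse the liver libraries beyond the heme and kynurenine genes. In the limma fit, 1252 genes were higher and 663 lower over the infected days. The largest rises under the naming rule were *Ubd* (log2 change 5.42), *Ccl8* (4.73), *Lgals3* (4.33), *S100a9* (4.32) and *Gzmb* (4.18). The rule admits only genes above the uninfected mean in 16 of 16 infected libraries. Every uninfected library was exceeded in 16 infected libraries for *Ubd*, *Ccl8* and *Lgals3*, in 15 for *Gzmb* and in 14 for *S100a9*. *Ccl8* is listed at 0 in 2 uninfected libraries and *S100a9* in 1. Of 100 splits of the libraries, 1, the real one, gave as many changed genes, and the same holds on 8 DPI and on 10 DPI (1 of 100 splits each), which argues against an accident of grouping. The other splits reached at most 1206, 1080 and 1481 genes, with a median of 0.

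List scores rose in infected mice for interferon response (2.23, adjusted p = 5.38e-05; higher than the uninfected mean in 15 of 16 libraries), neutrophil (2.07, 6.93e-05; 16 of 16), macrophage and Kupffer cell (1.72, 0.00185; 15 of 16), cell cycle (1.63, 6.12e-06; 16 of 16), fat (1.33, 6.12e-06; 16 of 16), T cell (1.29, 6.12e-06; 16 of 16), B cell and spleen (0.36, 0.004996; 15 of 16) and brain genes (0.20, 0.0288; 16 of 16), all from two-sided exact permutation tests. Uninfected livers express over 1 FPKM of 12 of 15 interferon response, 2 of 10 neutrophil, 11 of 11 macrophage and Kupffer cell, 5 of 12 cell cycle, 3 of 7 fat, 2 of 12 T cell, 3 of 12 B cell and spleen, and 1 of 8 brain genes. The fat change on the same 7 genes without infected library number 2 on 10 DPI, which has the highest fat score, was 1.21 (adjusted p = 5.24e-06 in the permutation test), and 2.14 on the 4 genes that then reach the filter. The brain change on the same 8 genes without that library was 0.13 (adjusted p = 0.000136 in the permutation test). The brain score fell with a filter of mean FPKM of at least 1 (-0.0616, adjusted p = 0.612 in the permutation test) and on untransformed FPKM (-0.97, 0.0342). Scaling of the libraries is argued against as the whole cause, since the interferon response change was 2.45 with libraries rescaled to the same total. A lower share of hepatocyte RNA would raise B cell and T cell genes alike, as both start from similar scores (0.66 ± 0.12 and 0.51 ± 0.09, SD, n = 8), but the B cell and spleen score rose by 0.36 and the T cell score by 1.29. Leukocytes in the liver stay open, with the neutrophil change of 2.07. Cells entering the tissue, blood left in it and induction in resident cells cannot be told apart from whole tissue.

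The AHR battery score moved in opposite directions on 8 DPI (0.27) and on 10 DPI (-0.34), as means against the uninfected mice of the same day, a difference of 0.61 that was not tested. Without infected library number 2, at 1.51, the change on 10 DPI was -0.11 and the difference 0.37. With all libraries, the list without *Ahr* and P450 of hepatocytes rose on both days (0.686 on 8 DPI and 0.645 on 10 DPI). The opposite signs therefore came from *Cyp1a2* (-0.829 and -3.95) and *Ahr* (-0.309 and -0.659), and are no reversal of the battery as a whole. The score of the AHR battery without *Ahr* and P450 of hepatocytes rose by 0.58 in infected mice (two-sided exact permutation test, adjusted p = 6.12e-06; higher in 16 of 16 libraries), and uninfected livers express over 1 FPKM of 2 of its 4 genes. Of its members, *Tiparp* rose by 1.31 (p = 0.00125 in the two-sided exact permutation test), *Nqo1* by 0.71 (0.00774) and *Cyp1b1* by 0.34 (0.00554). AHR activation in the liver may contribute to this rise. However, *Cyp1a1* changed by 0.0133 in limma (adjusted p = 0.894) from values below 1 FPKM in every library. Its highest value was 0.457 FPKM in uninfected and 0.529 FPKM in infected libraries, so no large rise was seen. A fall or a small change could not be seen this near the limit of detection, so *Cyp1a1* alone does not decide. *Cyp1a2*, an abundant AHR target, fell while *Tiparp*, *Nqo1* and *Cyp1b1* rose, with a log2 difference of -1.80. The list of other hepatic P450 genes fell too (-1.13), so part of the fall of *Cyp1a2* may be shared with them. AHR activation and another inducer of these genes cannot be told apart.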

How the results depend on the processing

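The alternatives with *Alb* left out, and the one that keeps the genes of a list when a library is left out, were chosen after the data were seen. No paired analysis was possible because the columns of the table carry numbers that cannot be tied to the numbered mice of the labels. Depth limits *Ido1*, whose value rests on 0 to 123 fragments per library.

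For the 11 plotted genes over the infected days, 127 of 142 values under the alternatives kept their direction and side of the threshold, and 261 of 264 with 1 library left out. *Hmox1*, *Blvra*, *Afmid*, *Ccbl1*, *Ccbl2*, *Kynu* and *Haao* kept theirs in all of them, with log2 changes of 3.73 to 4.11 for *Hmox1* and 0.81 to 1.09 for *Blvra*. *Ido1* lost its call on untransformed FPKM (a difference of 0.826 FPKM) and with the uninfected mice of 8 and 10 DPI as the only controls (0.54). *Aadat* and *Kmo* lost theirs with a pseudocount of 0.1 (-1.34 and -1.45) or 0.01 (-1.37 and -1.47), with each library rescaled to the same total (-1.08 and -1.22), the same without *Alb* (-1.05 and -1.19), with the uninfected mice of 0 DPI (-1.06 and -1.24) and with those of 8 and 10 DPI (-1.36 and -1.496) as the only controls, and *Kmo* also under quantile normalization (-1.17). The controls of part of the days are fewer libraries; for the other settings the cause was not tested. With each library left out in turn, the change of *Ido1* ranged from 0.60 to 0.81, of *Tdo2* from -0.90 to -0.50 and of *Aadat* from -1.30 to -1.03. The calls changed for *Ido1* without number 1 on 9 DPI (0.60), for *Tdo2* without number 2 on 10 DPI (-0.50) and for *Aadat* without number 0 on 9 DPI (-1.14).

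Of the plotted genes, 8 passed on 7 DPI, 8 on 9 DPI and 7 on 11 DPI on untransformed FPKM, against 3, 5 and 2; the cause was not tested. With each library left out in turn, 0 to 9 passed on 7 DPI, 1 to 10 on 9 DPI and 0 to 9 on 11 DPI. The highest counts came without infected library number 2 on 10 DPI and the lowest without number 1 on 7 DPI, number 0 on 9 DPI and number 0 on 11 DPI.

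Counts of changed genes stayed within 1.5 times in 232 of 272 values under the alternatives and in 455 of 480 with 1 library left out. With the adjusted p alone, and so without a minimum change, 3885 genes were higher and 3465 lower over the infected days, 1887 and 1195 on 7 DPI, 3180 and 2878 on 8 DPI, 2416 and 1703 on 9 DPI, 3798 and 3104 on 10 DPI, and 2353 and 1418 on 11 DPI. With a pseudocount of 0.1, 2369 genes were higher over the infected days, and by day 1662, 2252, 2110, 2537 and 2113; 1086 were lower on 8 DPI. With 0.01, 2630 were higher over the infected days, and by day 1642, 2359, 2109, 2632 and 2111; 1146 were lower on 8 DPI and 1436 on 10 DPI. A smaller pseudocount enlarges changes of low genes by construction. Rescaling to the same total gave 1614 higher and 203 lower on 7 DPI and 218 lower on 11 DPI, and without *Alb* 1648, 200 and 203. It shifted the median log2 change of all genes from 0.03 to 0.15 (0.17 without *Alb*), and the share of higher genes among those changed from 65.4% to 77.0% (78.7% without *Alb*). Leaving out each library in turn gave 120 to 674 lower genes on 7 DPI, 712 to 1383 higher and 290 to 890 lower on 9 DPI, and 203 to 600 lower on 11 DPI. The extremes came without number 1 on 7 DPI (120), number 0 on 9 DPI (712 and 290), number 1 on 11 DPI (203; without number 0 it was 208), and number 2 on 10 DPI (674 and 600). Without the last, 1948 genes were changed over the infected days against 1915, of which 1850 were the same genes.

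For the difference between the effects on 8 and 10 DPI, 0 genes were called higher or lower by limma, with 1035 at an unadjusted p under 0.05. On untransformed FPKM 1 was higher, and with a pseudocount of 0.01 1 was lower; the cause was not tested. With all uninfected mice as controls, which then cancel out, 163 were higher and 99 lower. With each library left out in turn, 0 to 2 were higher and 0 to 7 lower; 8 were called without number 2 on 10 DPI.

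Of the list scores, 183 of 215 values under the alternatives and 410 of 432 with 1 library left out kept their direction and side of the threshold. The AHR battery reversed with a filter of mean FPKM of at least 1 (-0.00504), under quantile normalization (-0.00716) and on untransformed FPKM (-29.2, adjusted p = 0.000693 in the two-sided exact permutation test). The lung score reversed with that filter (-0.73, adjusted p = 0.000106 in the permutation test) and on untransformed FPKM (-2.62, 0.000639), and the brain score likewise (-0.0616, 0.612, and -0.97, 0.0342). The filter leaves fewer genes in a list, and untransformed FPKM give most weight to its most abundant genes, by construction. The lung score passed with pseudocounts of 0.1 (0.61) and 0.01 (0.93), rescaled (0.29; 0.31 without *Alb*) and under median-ratio scaling (0.18). Other hepatic P450 no longer passed when rescaled (-1.03; -0.99 without *Alb*) or quantile normalized (-1.04). With uninfected mice of 0 DPI as the only controls, P450 (-0.98), heme handling (0.59), B cell and spleen (0.33) and brain (0.21) no longer passed, and with those of 8 and 10 DPI, P450 (-1.28), heme handling (0.56), macrophage and Kupffer cell (1.64) and brain (0.18), where fewer libraries allow fewer splits. B cell and spleen (0.19) and brain (0.10) also no longer passed under quantile normalization, and brain with no filter (0.16). On untransformed FPKM acute phase (1672) and hepatocyte (-2214) passed, hepatocyte also without *Alb* (-1.61), erythroid with pseudocounts of 0.1 (1.87) and 0.01 (2.73), and muscle and heart with 0.01 (1.20). Beyond what is stated, the cause was not tested. With each library left out, P450 ranged from -1.20 to -0.77, heme handling from 0.54 to 0.73, acute phase from 1.21 to 1.82, hepatocyte from -1.11 to -0.59, muscle and heart from 0.24 to 0.43 and brain from 0.17 to 0.21. Acute phase (1.82), hepatocyte (-0.59) and muscle and heart (0.43) passed without number 2 on 10 DPI. The filter, redrawn without that library, leaves 1 of the 4 muscle and heart genes, and the same 4 genes give 0.15 (adjusted p = 0.0132 in the permutation test). The others lost their call without single uninfected libraries, 6 of them for P450, 5 for heme handling and 8 for brain. On the same 8 genes without infected library number 2 on 10 DPI, the brain change was 0.13, outside the range given (adjusted p = 0.000136 in the permutation test).

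For the other named genes and the single days, 970 of 1020 values under the alternatives and 1835 of 1896 with 1 library left out kept theirs. Under the alternatives 18 calls were lost, 25 gained and 7 values reversed. Lost over the infected days were *Cyp1a2* with the uninfected mice of 0 DPI (adjusted p = 0.0969 from limma), *Nqo1* with those (0.0957), with those of 8 and 10 DPI (0.0634) and on untransformed FPKM (0.0514), *Cyp1b1* under quantile normalization (0.0520) and with those of 8 and 10 DPI (0.0506), and *Tfrc* with the latter (0.150). The adjusted p over the alternatives was 0.0112 to 0.0969 for *Cyp1a2*, 0.00696 to 0.0957 for *Nqo1* and 0.00398 to 0.0520 for *Cyp1b1*. The cause was not tested. *Mfsd7c* (0.03) reversed with a pseudocount of 0.01 (-0.00700), quantile normalization (-0.19) and the uninfected mice of 8 and 10 DPI (-0.0343), and ranged from -0.0437 to 0.123 with each library left out. *Cyp1a1* (0.01) reversed under quantile normalization (-0.14) and with the uninfected mice of 0 DPI (-0.0441), and ranged from -0.0350 to 0.0584. *Tdo2* reversed on 8 DPI with the uninfected mice of 0 DPI (0.0864) and rescaled without *Alb* (0.0534), with a range of -0.27 to 0.0564, and on 9 DPI it ranged from -0.58 to 0.15. None of these reversed values passed the threshold.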

Differences from the paper's values

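On 7 DPI the paper's plots mark about 8 of the 11 heme and kynurenine genes with a star (Figure 1—figure supplement 2A and Figure 2—figure supplement 1A, read by eye), and limma called 3. On 9 DPI they mark about 10, read by eye from the same plots, and limma called 5. On 11 DPI they mark about 8, read by eye, and limma called 2. Of the alternatives chosen before the data were examined, untransformed FPKM (8 on 7 DPI, 8 on 9 DPI and 7 on 11 DPI) and the setting without infected library number 2 on 10 DPI (9, 10 and 9) gave counts within 1.5 times those of the paper. All others differed on these days, as did rescaling without *Alb*, which was chosen after the values were seen. The group sizes are those of the table, below the number of mice in the legend of the heme genes.

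Of the 55 gene-days plotted, 34 had the same call in limma as in the paper, 49 on untransformed FPKM and 51 without infected library number 2 on 10 DPI. The 21 others were 20 starred in the paper and 1, *Ccbl1* on 7 DPI (log2 change -1.35, adjusted p = 0.0246), called here and not starred; it was not called with the uninfected mice of 8 and 10 DPI as the only controls or without infected library number 1 on 7 DPI. *Hmox1* on 7 DPI (2.48, adjusted p = 0.109 from limma) was called with each library rescaled to the same FPKM total, with or without *Alb*, and without infected library number 2 on 10 DPI. *Ccbl2* (0.0776), *Aadat* (0.290), *Kmo* (0.587), *Kynu* (0.231) and *Haao* (0.265) on 7 DPI, *Aadat* (0.179), *Kmo* (0.163) and *Haao* (0.0550) on 8 DPI, and *Ccbl2* (0.0652), *Kmo* (0.266) and *Haao* (0.102) on 9 DPI were called on untransformed FPKM and without that library. *Haao* on 8 DPI was also called with a filter of mean FPKM of at least 1, and both *Haao* on 8 DPI and *Ccbl2* on 9 DPI without infected library number 3 on 10 DPI. *Aadat* on 9 DPI (0.522) was called without library number 2 alone, and *Ido1* on 9 DPI (0.107) also with pseudocounts of 0.1 and 0.01. On 11 DPI *Afmid* (0.0702), *Kynu* (0.0701), *Aadat* (0.201), *Kmo* (0.240) and *Haao* (0.202) were called on untransformed FPKM and without library number 2, the first pair also without library number 3, and *Ccbl2* (0.474) on untransformed FPKM.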

Other observations

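The tests of explanations given here were chosen after the results were seen; the list scores and the named genes were not.

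*Alb*, an abundant hepatocyte transcript, is listed at 0 in 10 of the 24 libraries. They are all uninfected libraries on 0 DPI, uninfected number 1 on 8 and on 10 DPI, infected number 1 on 7, 10 and 11 DPI, and infected number 0 on 9 DPI. Uninfected libraries are thus affected more often, which lowers their hepatocyte score. The tables argue against an absence of *Alb* RNA, since *Ttr* had at least 3139 FPKM in each of these 10 libraries. Where *Alb* is above 0, its estimated fragments reach 0.981 M at most, and the next gene, *Trf*, reaches 0.773 M. From the depth of the libraries, 8 of the 10 libraries listed at 0 would exceed 0.981 M fragments of *Alb*, as would 1 of the 13 other liver libraries. A limit on the fragments of one locus in the quantification is a candidate explanation. What the authors' program does at such loci stays open. With *Alb* left out of the hepatocyte list, its score changed by -1.61 in infected mice (two-sided exact permutation test, adjusted p = 0.000780), against -1.04 with it (0.126; lower in 15 of 16 libraries), or -0.59 (0.0273) with it and without infected library number 2 on 10 DPI. The value of -1.61 includes that library, and a value without both was not computed.

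The paper measured other heme genes by qRT-PCR in the liver of *Ahr* mutant mice and controls. In the libraries here, *Slc48a1*, which encodes the heme transporter HRG1, had 23.2 ± 1.60 FPKM in uninfected (SD, n = 8) and 53.1 ± 14.0 in infected mice (SD, n = 16), and *Slc40a1* was higher in 16 of 16 infected libraries than in every uninfected one. The differences of the mean log2(FPKM + 1) were 1.10 for *Slc48a1*, 1.14 for *Slc40a1*, 0.73 for *Fth1*, 0.67 for *Tfrc*, 0.61 for *Mfsd7b* and 0.02 for *Mfsd7c*, the last below 0 under quantile normalization. *Hp* (1.10; two-sided exact permutation test, p = 0.202) and *Hpx* (0.93, p = 0.336) were higher than in every uninfected library in 15 of 16 infected libraries. The exception was library number 2 on 10 DPI, without which limma gave log2 changes of 1.63 for *Hp* (adjusted p = 3.21e-10) and 1.48 for *Hpx* (2.05e-07). The heme handling list, of which uninfected livers express over 1 FPKM of 11 of 12 genes, rose by 0.58 (two-sided exact permutation test, adjusted p = 0.0288; higher in 15 of 16 libraries). The acute phase list (15 of 15 genes) rose by 1.31 (0.104; 15 of 16), and by 1.82 without that library.

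*Cyp1a2*, an AHR target, was lower in infected mice by a log2 difference of -1.80 (two-sided exact permutation test, p = 0.00960; below the uninfected mean in 15 of 16 libraries). Other hepatic P450 genes, all 15 above 1 FPKM in uninfected livers, had a change of the list score of -1.13 (adjusted p = 0.0276; lower in 16 of 16). Of these 15 genes 12 were lower, with a median change of -1.25 and a range from -2.71 for *Cyp2c29* to 2.05 for *Cyp2d9* in limma. A general fall of hepatic P450 transcripts is argued against as the whole cause. With infected library number 2 left out, *Cyp1a2* changed by -2.86 on 10 DPI and the P450 list by -0.84, a difference of -2.02 (two-sided exact permutation test, adjusted p = 0.0101 over 5 days), and 0 of the 15 genes fell more. On 9 DPI *Cyp1a2* also fell more than the list (-1.95 against -0.56, adjusted p = 0.0370 in the permutation test). On 7 DPI it was the list that fell more (-1.18 against -0.49, 0.0370), on 8 DPI they fell alike (-0.57 each), and on 11 DPI *Cyp1a2* changed by -0.80 and the list by -0.94, with 8 of 15 genes falling more. Over all days and libraries, *Cyp1a2* changed by -1.54 in limma and 5 of the 15 genes fell more, so a shared fall stays open as part of the cause. What lowered *Cyp1a2* further on 9 and 10 DPI stays open. The day of infection was tested only as the difference between the effects on 8 and 10 DPI. For *Cyp1a2* this difference was 3.12, and 2.10 without infected library number 2 (adjusted p = 0.105 from limma). It did not pass the threshold in either fit. The AHR battery as a whole, with 4 of 6 genes above 1 FPKM in uninfected livers, changed by 0.05 (adjusted p = 0.795; higher in 10 of 16), or by 0.14 (0.119) without infected library number 2 on 10 DPI. *Ahr* itself changed by -0.24 (two-sided exact permutation test, p = 0.242). *Ahrr* is listed at 0 in 2 uninfected libraries and was above every uninfected library in 14 of 16 infected ones, at 0.279 FPKM or less.

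The erythroid score was 1.94 in uninfected mice and 1.56, 1.81, 2.34, 3.89 and 5.55 on 7 to 11 DPI. Over all infected mice the rise of 1.02 did not pass (two-sided exact permutation test, adjusted p = 0.107; higher in 10 of 16), and 6 of the 14 genes exceed 1 FPKM in uninfected livers. In 5 further two-sided exact permutation tests, the score on 8 DPI was as far from uninfected mice in 731 of 1287 splits, that on 10 DPI gave p = 0.00311 (0.00202 without library number 2), and 8 DPI against 10 DPI p = 0.0238. Without library number 2 the last was 0.00794, the smallest p of 126 splits, or 0.0132 adjusted over the 5 tests. These comparisons of days were chosen from the scores and do not test why the score was higher late. *Klf1*, expressed in nucleated erythroid cells, was 2.72 higher on 11 DPI in limma (adjusted p = 9.22e-05), with *Gata1* at 3.17. Red blood cells left in the tissue may carry such transcripts when they are immature, and these cannot be told apart from erythroid cells in the liver in whole tissue.

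The remaining lists did not pass in the two-sided exact permutation tests. They were lung (0.16, adjusted p = 0.0833; higher in 10 of 16 libraries; 1 of 5 genes above 1 FPKM in uninfected livers), muscle and heart (0.25, 0.104; 13 of 16; 0 of 4) and intestine (0.39, 0.586; 6 of 16; 4 of 8). With infected library number 2 on 10 DPI left out, the change on the same genes was 0.0724 (0.649) for intestine and 0.15 for muscle and heart, which passed (0.0132). The largest falls under the naming rule were *A1bg* (-6.76), *Cyp2c69* (-4.66), *Hamp2* (-4.59), *Scd1* (-4.31) and *Cyp3a44* (-4.27), each below every uninfected library in 16 of 16 infected libraries. The rule itself already required values below the uninfected mean in all of them, and they include infected library number 2 on 10 DPI. Genes of the *Cyp2c* and *Cyp3a* families resemble each other closely, and how the authors' quantification divided shared fragments is not given in the sources used here.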
